# A NASP (N1/N2)-Related Protein, Sim3, Binds CENP-A and Is Required for Its Deposition at Fission Yeast Centromeres

**DOI:** 10.1016/j.molcel.2007.10.010

**Published:** 2007-12-28

**Authors:** Elaine M. Dunleavy, Alison L. Pidoux, Marie Monet, Carolina Bonilla, William Richardson, Georgina L. Hamilton, Karl Ekwall, Paul J. McLaughlin, Robin C. Allshire

**Keywords:** DNA

## Abstract

A defining feature of centromeres is the presence of the histone H3 variant CENP-A^Cnp1^. It is not known how CENP-A^Cnp1^ is specifically delivered to, and assembled into, centromeric chromatin. Through a screen for factors involved in kinetochore integrity in fission yeast, we identified Sim3. Sim3 is homologous to known histone binding proteins NASP^Human^ and N1/N2*^Xenopus^* and aligns with Hif1*^S. cerevisiae^*, defining the SHNi-TPR family. Sim3 is distributed throughout the nucleoplasm, yet it associates with CENP-A^Cnp1^ and also binds H3. Cells defective in Sim3 function have reduced levels of CENP-A^Cnp1^ at centromeres (and increased H3) and display chromosome segregation defects. Sim3 is required to allow newly synthesized CENP-A^Cnp1^ to accumulate at centromeres in S and G2 phase-arrested cells in a replication-independent mechanism. We propose that one function of Sim3 is to act as an escort that hands off CENP-A^Cnp1^ to chromatin assembly factors, allowing its incorporation into centromeric chromatin.

## Introduction

The centromere is the chromosomal locus where the kinetochore is assembled to coordinate accurate chromosome segregation. The site of kinetochore assembly is dependent on the deposition of an unusual form of chromatin containing CENP-A. CENP-A (known as CID, HCP-3, Cse4, and Cnp1 in *Drosophila*, *C. elegans*, *S. cerevisiae*, and *S. pombe*, respectively) is a histone H3 variant that replaces H3 in specialized nucleosomes found only at active, but not inactive, centromeres in all eukaryotes (reviewed Cleveland et al., 2003).

Human centromeres are normally found at repetitive arrays of α-satellite DNA and can be assembled de novo on introduced α-satellite DNA (reviewed in Cleveland et al., 2003; Sullivan et al., 2001). However, CENP-A chromatin assembly and propagation are remarkably plastic, as it can assemble and direct kinetochore proteins to assemble on noncentromeric sequences. (Lo et al., 2001; Heun et al., 2006; Castillo et al., 2007). Such observations suggest that assembly of CENP-A chromatin—at regional centromeres composed of arrays of CENP-A nucleosomes—is governed by epigenetic processes. Once assembled at a site, a propagation mechanism must ensure CENP-A chromatin recognition and replenishment during or after each round of DNA replication (Cleveland et al., 2003; Henikoff and Dalal, 2005; Sullivan et al., 2001; Sullivan, 2001). Mechanisms must also operate to ensure that newly made, free CENP-A is delivered only to centromeres for assembly and is excluded from noncentromeric chromatin. This could be achieved by strict control of CENP-A levels; *S. cerevisiae* CENP-A^Cse4^ is regulated by ubiquitin-dependent proteolysis, and overexpression of a nondegradable form results in its broad distribution (Collins et al., 2004). In *Drosophila* and human cells, overexpression of CENP-A allows its assembly at ectopic sites (Heun et al., 2006).

Analyses in metazoan cells indicate that centromeres replicate asynchronously and that CENP-A levels peak in G2 (Shelby et al., 2000; Sullivan and Karpen, 2001). This suggests that there is not, as previously thought, tight coupling between the timing of centromeric DNA replication and CENP-A synthesis and raises the possibility that CENP-A might be deposited after centromere replication, either by replacement of H3 or by filling of chromatin gaps (Furuyama et al., 2006; Shelby et al., 2000; Sullivan, 2001).

Little is known about how CENP-A is delivered to, or assembled on, centromeric DNA and not at other sites in the genome. Human RbAp46/48 and the fission yeast ortholog Mis16 contribute to the localization of CENP-A at centromeres, and RbAp48 can mediate assembly of CENP-A into chromatin in vitro (Furuyama et al., 2006; Hayashi et al., 2004). The human Mis18 complex accumulates at human centromeres between telophase and G1 and is required for the deposition of newly synthesized CENP-A at centromeres. The Mis16/RbAp46/48 and Mis18 proteins appear to regulate the acetylation status of centromeric histones, which in turn affects CENP-A recruitment. Recent analyses indicate that in human cells CENP-A is incorporated in G1 and this requires passage through mitosis (Jansen et al., 2007). Mis18 and associated proteins may prime this by their prior recruitment to centromeres in telophase (Fujita et al., 2007; Maddox et al., 2007). However, neither Mis16 nor Mis18 has been shown to associate with CENP-A. It is important to understand how CENP-A is delivered to and incorporated specifically at centromeres because the assembly of more than one kinetochore on a chromosome can lead to genome instability and chromosomal rearrangements (Sullivan and Willard, 1998).

Analyses in mammalian cells indicate that the histone fold domain is essential for targeting of CENP-A to centromeres (Black et al., 2007; Sullivan et al., 1994). In addition, proteins that associate with human CENP-A—but not H3—nucleosomes have been identified, including two subunits of the FACT chromatin remodeling complex (Foltz et al., 2006; Obuse et al., 2004). However, despite the identification of such CENP-A-associated proteins, little is known about factors such as chaperones that might ensure the safe passage of CENP-A to, or its assembly at, active centromeres and centromeres alone. Recently the *S. cerevisiae* Scm3 protein has been found to be required to assemble a specialized centromeric nucleosome that lacks H2A-H2B (Camahort et al., 2007; Mizuguchi et al., 2007; Stoler et al., 1995). However, it is not known how widespread such an unusual CENP-A nucleosome is in eukaryotes. It is likely that an escort of some type exists for CENP-A because Asf1, CAF1, HIRA, and NASP/N1-N2 act to chaperone H3-H4, with HIRA being specifically required to mediate H3 replacement with H3.3 (reviewed in Loyola and Almouzni, 2004). Moreover, the chaperones NAP1 and Chz1 both bind H2A-H2B and variant H2AZ-H2B dimers; Chz1 shows a preference for H2AZ-H2B, whereas FACT is required for transcription-coupled disassembly of H2A-H2B from nucleosomes (Loyola and Almouzni, 2004; Luk et al., 2007).

The three centromeres of fission yeast are 35–110 kb and contain two distinct chromatin domains (Figure 1A; reviewed in Pidoux and Allshire, 2004): outer repeat heterochromatin and central domain CENP-A^Cnp1^ chromatin (Partridge et al., 2000; Takahashi et al., 2000). Marker genes inserted within either domain are transcriptionally silenced (Allshire et al., 1994; Allshire et al., 1995). Several proteins have been shown to affect the association of CENP-A with chromatin, including Ams2, Mis6, 15, 16, 17, 18, and Sim4, yet none of these have been reported to bind CENP-A (Chen et al., 2003; Hayashi et al., 2004; Pidoux et al., 2003; Takahashi et al., 2000, 2005). Sim4 and Mis6 form a complex, Mis6 is required for the deposition of newly synthesized CENP-A at centromeres in G2 phase (Pidoux et al., 2003; Takahashi et al., 2000, 2005), and vertebrate Mis6, CENP-I, is also required for the incorporation of newly synthesized CENP-A at centromeres (Okada et al., 2006).

Silencing within the central domain of fission yeast centromeres is dependent on kinetochore integrity (reviewed in Pidoux and Allshire, 2004). Previously we utilized a sensitized marker gene to identify mutants that specifically alleviate central domain silencing (Pidoux et al., 2003). In addition to the kinetochore protein Sim4, we identified mutations in the histone fold domain of CENP-A^Cnp1^. This suggests that silencing within the central domain is dependent on the assembly of CENP-A^Cnp1^ chromatin and that other mutants might identify factors more directly involved in the delivery of CENP-A^Cnp1^ to centromeres and assembly of CENP-A^Cnp1^ chromatin. Here we identify the Sim3 protein, homologous to metazoan histone binding proteins NASP and N1/N2, as being required for kinetochore integrity. Our analyses suggest that one function of Sim3 is to escort CENP-A^Cnp1^ for assembly into the specialized chromatin that underlies the kinetochore.

## Results

### Sim3 Encodes a NASP-Related Protein Required for Central Core Silencing and Normal Chromosome Segregation

The *arg3*^+^ gene inserted within the central core (*cnt1:arg3*^+^) of fission yeast centromere 1 (*cen1*) is transcriptionally silent, resulting in slow growth on plates lacking arginine (−ARG) (Figures 1A and 1B). Two alleles of *sim3* (-*143* and -*205*) that allow faster growth on −ARG plates were identified (Pidoux et al., 2003) (Figure 1B). Sim3 is specifically involved in silencing within the kinetochore domain, as neither allele affects silencing of marker genes placed within the outer repeats (*otr2:ura4*^+^) or adjacent to a telomere (*tel1L:his3*^+^) (Figure 1B). Both *sim3* mutants exhibit impaired growth at all temperatures (Figure 1B). *sim3-143* and *sim3-205* mutants display a variety of abnormal mitotic phenotypes, including hypercondensed chromatin, lagging chromosomes in anaphase, and unequal segregation of chromosomes (Figures 1C and 1D).

The gene encoding Sim3 was identified by complementation with a high-copy genomic library. Complementing plasmids contained the ORF SPBC577.15c. Sequencing of ORF SPBC577.15c PCR-amplified from *sim3-143* and *sim3-205* cells in multiple mutant progeny from crosses revealed the missense mutations G81E and E207K (Figure 2B), respectively. We conclude that ORF SPBC577.15c encodes the Sim3 protein. Consistent with this, cells lacking the *sim3*^+^ gene are dead at 18°C and display moderate to severe growth impairment at higher temperatures. Furthermore, *sim3*Δ cells display a similar repertoire of phenotypes as *sim3-143* and *sim3-205* cells (Figure S1 available online). This suggests that other unidentified pathways must provide some cover for Sim3 functions.

Sim3 can be structurally aligned with histone binding proteins from fungi to mammals with tetratricopeptide repeats (TPR) (Figure 2). *S. cerevisiae* Hif1 acts as a chaperone for H3/H4 (Ai and Parthun, 2004). N1/N2 is complexed with stored histone H3 and H4 in *Xenopus* oocytes, whereas NASP copurifies with both histone H3 and the H3 replacement variant H3.3 from HeLa cells and has been shown to bind histone H1 (Dilworth et al., 1987; Kleinschmidt and Seiter, 1988; Richardson et al., 2000; Tagami et al., 2004). Although *S. cerevisiae* was reported to lack a NASP-related protein (Aravind et al., 2000), our analyses show that Hif1 aligns with other family members.

The family, which we call SHNi-TPR (*S*im3-*H*if1-*N*ASP *i*nterrupted *T*PR), shares a similar organization: TPR-related motifs M1–M4 and a charged C-terminal motif (Figure 2A). For M1, M3, and M4, at least one SHNi-TPR member has a canonical TPR of 34 residues, whereas other members align to the amphipathic helices in the repeat but have different length unstructured insertions between the two helices (e.g., 77 and 5 residues in M2 and M4 of Sim3; Figure 2B). The global alignment of M1 to M4 shows that large insertions can be accommodated in the linker between the M2 helices. The *sim3-143* and *sim3-205* mutations, G81E and E207K, both occur in the middle of first amphipathic helices of predicted SHNi-TPR repeats (M2 and M3). These bulkier residues, which also change the charge, are expected to destabilize the protein fold. A predicted model is shown in Figure 2C (see Discussion).

### CENP-A^Cnp1^ Levels at Centromeres Are Reduced in *sim3* Mutants

As *sim3* and *cnp1* mutants alleviate silencing at the central kinetochore domain where the CENP-A^Cnp1^ H3 variant chromatin is exclusively assembled, we determined if the level of CENP-A^Cnp1^ at centromeres is altered in *sim3* mutants. Anti-CENP-A^Cnp1^ antiserum was used to localize CENP-A^Cnp1^ in wild-type and mutant cells at 25°C and 36°C. In wild-type G2 fission yeast, all centromeres cluster adjacent to the spindle pole body (SPB) at the nuclear periphery, resulting in a single CENP-A^Cnp1^ signal. However, in *sim3-143* and *sim3-205*, the CENP-A^Cnp1^ signal is reduced or lost, particularly at 36°C, with few cells showing a bright signal adjacent to the SPB (marked by Sad1 staining; Figure 3A). Centromeres remain associated with the SPB in *sim3* mutants, and thus the reduced CENP-A^Cnp1^ localization cannot be explained by loss of centromere-SPB clustering (Figure S2).

The association of CENP-A^Cnp1^ with centromeres was examined by chromatin immunoprecipitation (ChIP; Figure 3B). In agreement with the immunolocalization data, CENP-A^Cnp1^ association with both *cnt* and *imr* regions of the central domain of *cen1* was reduced in both *sim3* mutants (note: ChIPs at 25°C and 36°C are not comparable due to different fixation kinetics). qPCR quantification confirmed loss of centromeric *cnt1* enrichment relative to the euchromatic *act1*^+^ gene in the *sim3* mutants at 25°C and 36°C (Figure 3C). As less CENP-A^Cnp1^ associates with the central domain in *sim3* mutants, it is possible that its place is taken by histone H3 in this defective central domain chromatin. Histone H3 is normally underrepresented in the central domain in wild-type cells, and in *sim3* mutants, concomitant with the observed decrease in CENP-A^Cnp1^, elevated levels of H3 can be detected in the central domain (Figure 3B). This is consistent with the observation that cells with mutant CENP-A^Cnp1^ also have elevated levels of H3 within the central domain and suggests that persistence of H3 may be the default when CENP-A^Cnp1^ chromatin assembly is defective (Castillo et al., 2007). A trivial explanation is that the levels of CENP-A^Cnp1^ are reduced in *sim3* cells, resulting in less CENP-A^Cnp1^ being available for incorporation. The anti-CENP-A^Cnp1^ antiserum is unable to detect CENP-A^Cnp1^ by western; however, the levels of myc-tagged CENP-A^Cnp1^ (expressed from the native promoter as the only source of CENP-A) detected in wild-type, *sim3-143*, and *sim3-205* cells were similar at 25°C and 36°C (Figure S3), as were the levels of H3 (Figure S4).

Previously we have shown that an increased dose of CENP-A^Cnp1^ suppresses *sim3-143* and *sim3-205* phenotypes (Pidoux et al., 2003). Reciprocal to this, overexpression of H3 antagonizes viability of *sim3* mutant cells at 32°C, whereas overexpression of H4 improves viability of both mutants (Figure S5). This again suggests that the defect in central domain chromatin observed in *sim3-143* and -*205* mutants (a high ratio of H3:CENP-A^Cnp1^) is exacerbated by overexpression of histone H3, whereas the provision of more wild-type CENP-A or H4 facilitates CENP-A^Cnp1^ deposition by a defective Sim3 chaperone or by the Sim3-independent pathway implied by *sim3*Δ viability.

These analyses indicate that there is reduced CENP-A^Cnp1^ and increased histone H3 at the central core in cells with defective Sim3. Thus, Sim3 is required to ensure that central domain chromatin is composed mainly of CENP-A^Cnp1^ rather than H3 nucleosomes and suggests that obstructions in the CENP-A^Cnp1^ assembly pathway result in H3 nucleosomes remaining or taking their place. Thus, Sim3 could act to promote CENP-A^Cnp1^ delivery and incorporation in place of H3, or it might act to prevent H3 deposition in the central domain and thereby promote CENP-A^Cnp1^ incorporation instead.

### The Sim3 Protein Is Distributed throughout the Nucleus

Other proteins involved in kinetochore function and CENP-A^Cnp1^ association with the central kinetochore domain are themselves located at the central domain. This includes Mis6, 15, 16, 17, and Sim4, though Mis16 is more dispersed over chromatin and Ams2 is only in the nucleus at the onset of S phase and lost in early G2, whereas Mis18 is recruited to centromeres in late mitosis (Chen et al., 2003; Fujita et al., 2007; Hayashi et al., 2004; Pidoux et al., 2003). Anti-Sim3 antibodies were used to localize Sim3 in cells costained with anti-α-tubulin as an indicator of cell-cycle stage. Sim3 localizes throughout the entire nucleus at all cell-cycle stages with no indication of a concentration at centromeres (Figure 4A). In live cells expressing functional GFP-tagged Sim3 (as the only source of Sim3 expressed from the native promoter at the endogenous locus), an even distribution throughout the nucleus was observed. Staining of fixed Sim3-GFP cells with anti-Sim3 or anti-GFP produced a slightly punctate pattern (data not shown), but comparison with the Sim3-GFP pattern in live cells indicates that this is a consequence of fixation (Figure 4B). Costaining with anti-CENP-A^Cnp1^, cell permeabilization and extraction of Sim3-GFP, and ChIP provided no evidence that Sim3 is preferentially localized at centromeres (data not shown), and we conclude that it is a soluble nuclear protein. Although Mis16 and Ams2 are not centromere specific, they have both been shown to be concentrated at centromeres by ChIP (Chen et al., 2003; Hayashi et al., 2004). Western analyses of wild-type and *sim3* mutant extracts from cells grown at either 25°C or 36°C indicate that similar levels of Sim3 protein are present (Figure 4C), suggesting that mutant Sim3 proteins are not labile. In addition, Sim3 localization in cells expressing mutant Sim3-143-GFP or Sim3-GFP appears very similar (Figure 4B).

### CENP-A^Cnp1^ Physically Interacts with Sim3

Sim3 is distributed throughout the nucleus, affects CENP-A^Cnp1^ levels at centromeres, and has a similar domain organization as proteins known to bind histones. Thus, although Sim3 is not concentrated at centromeres, one role for it might be to escort CENP-A^Cnp1^ to the central domain of centromeres and therefore Sim3 would be expected to interact with CENP-A^Cnp1^. To determine if Sim3 is associated with CENP-A^Cnp1^, immmunoprecipitations were performed with strains containing different combinations of tagged Sim3 and CENP-A^Cnp1^ (Figure 5 and Figure S6). myc-CENP-A^Cnp1^ was coimmunoprecipitated with Sim3-GFP only when both tags were present. Reciprocally, Sim3-GFP was coimmunoprecipitated with myc-CENP-A^Cnp1^ (Figure 5A). In addition, in strains overexpressing GFP-CENP-A^Cnp1^, immunoprecipitation with anti-GFP antibody pulls down GFP-CENP-A^Cnp1^ and Sim3, and GFP-CENP-A^Cnp1^ is detected in anti-Sim3 immunoprecipitates (Figure 5B). We also examined whether H3 can associate with Sim3. Attempts to detect H3 or H4 in Sim3 immunoprecipitates with available anti-H3/H4 antisera were mainly unsuccessful (data not shown), and we therefore utilized strains expressing tagged-H3 or H4 to increase sensitivity. Our analyses indicate that HA-tagged CENP-A^Cnp1^, H3, and H4 can coimmunoprecipiate with Sim3 in cells overexpressing these HA-tagged proteins (nmt41x-HA-CENP-A^Cnp1^; inv1-H3-HA; inv1-H4-HA) (Figure S6). To address whether Sim3 has a preference for CENP-A^Cnp1^ or H3, we compared the level of GFP-tagged-CENP-A^Cnp1^ or -H3 that coimmunoprecipitated with Sim3 in cells expressing approximately equivalent levels of either GFP-tagged histone (Figure 5B). These experiments may indicate that more CENP-A^Cnp1^ than H3 can associate in vivo with Sim3. In reciprocal experiments, less Sim3 was detected in anti-H3-GFP than anti-GFP-CENP-A^Cnp1^ immunoprecipitates (Figure 5B). This suggests that Sim3 may have a preference for CENP-A^Cnp1^ over H3, but potential caveats are that the GFP-tagged histones are present at different levels relative to their respective endogenous histones, and the GFP tag may interfere differentially with the binding of these distinct histones to Sim3.

As *sim3* mutants display decreased levels of CENP-A^Cnp1^ at *cnt1*, we investigated if mutant Sim3 protein is defective in its association with CENP-A^Cnp1^. Coimmununoprecipitates from extracts of cells containing Sim3-GFP and myc-CENP-A^Cnp1^ were compared with those from cells in which mutant Sim3 was tagged with GFP (i.e., Sim3-143-GFP and myc-CENP-A^Cnp1^). Although similar levels of both myc-CENP-A^Cnp1^ and GFP-tagged protein were seen in wild-type versus mutant extracts, reciprocal coimmunoprecipitations indicated that lower amounts of the proteins were together in a complex in *sim3* mutants compared to wild-type (Figure 5C). Thus, CENP-A^Cnp1^ can exist in a complex with Sim3, and this association is reduced in strains with G81E and E207K mutations in the SHNi-TPR repeats of Sim3.

We addressed whether Sim3 directly interacts with CENP-A^Cnp1^ and/or H3. Initially we assessed the ability of GST-Sim3 to pull down recombinant H3-H4-H2A-H2B octamers, H3-H4 tetramers, or soluble histones and found that Sim3 has affinity for histones (Figure S7). In addition, yeast two-hybrid assays indicated that Sim3 interacts with both CENP-A^Cnp1^ and H3 in one configuration (Figure S7). Thus, Sim3 may chaperone both H3 and CENP-A^Cnp1^ in different contexts. We next performed in vitro binding experiments (Figure 5D). ^35^S-labeled Sim3 produced by in vitro transcription-translation was tested for binding to GST or GST fused to CENP-A^Cnp1^, H2A, H2B, H3, and H4. It is possible that a protein in the in vitro transcription-translation reaction mediates the interaction observed; however, substantially more Sim3 associated with GST-CENP-A^Cnp1^ compared with GST-H3 and little or no Sim3 associates with GST, GST-H2A, -H2B, or -H4. Binding of ^35^S-labeled mutant proteins Sim3-143 and Sim3-205 to GST-CENP-A^Cnp1^ was dramatically reduced compared with wild-type Sim3. This is consistent with an interaction between Sim3 and CENP-A^Cnp1^ that is compromised by altered residues in M2 and M3 of the SHNi-TPRs (Figure 2C).

The findings that Sim3 binds CENP-A^Cnp1^ in vitro and may associate preferentially with CENP-A^Cnp1^ relative to H3 in cell extracts are consistent with Sim3 acting as an escort for CENP-A^Cnp1^. By delivering CENP-A^Cnp1^ to putative chromatin assembly factors, Sim3 would ensure that CENP-A is incorporated into the centromeric chromatin that underlies the kinetochore. This does not exclude the possibility that Sim3 also acts to chaperone histone H3.

### Sim3 Is Required for the Incorporation of Newly Synthesized CENP-A^Cnp1^ at Centromeres

It has been proposed that CENP-A^Cnp1^ is deposited by both replication-coupled and replication-independent mechanisms (Takahashi et al., 2005). To further investigate CENP-A^Cnp1^ deposition at different phases of the cell cycle and to address the involvement of Sim3 in these processes, we set up a system to rapidly induce GFP-CENP-A^Cnp1^. A GFP-CENP-A^Cnp1^ construct under the control of the invertase (*inv1*) promoter was introduced into wild-type (*cnp1*^+^) cells (Figure 6A). The *inv1* promoter has the advantage of being induced within 30–90 min of switching from glucose to sucrose-rich medium and can be induced during cell-cycle arrests (Iacovoni et al., 1999). Northern and western analyses indicate that the GFP-CENP-A^Cnp1^ transcript and protein are induced, reaching maximum levels within 60 min after switching to sucrose (Figure 6B). Analysis by fluorescence microscopy indicated that very few cells (<5%) showed a GFP-CENP-A^Cnp1^ signal under repressed conditions (glucose) (Figure 6C). Upon induction of *inv1*-GFP-CENP-A^Cnp1^ for 60 min, all cells contained the characteristic CENP-A^Cnp1^ spot (Figure 6D). Staining with an anti-Sad1 confirmed that this signal is adjacent to the SPB and thus represents centromeres (Figure S8).

To determine whether Sim3 is required for the incorporation of newly synthesized CENP-A^Cnp1^ into centromeric chromatin, expression of *inv1*-GFP-CENP-A^Cnp1^ was induced in wild-type, *sim3-143*, and *sim3-205* cells at 25°C and 36°C (Figure 6D). After 60 min induction at 25°C, we consistently observed a GFP dot in all wild-type nuclei. In contrast, less than 11% of *sim3-143* or *sim3-205* cells displayed a GFP-CENP-A^Cnp1^ signal, which was substantially weaker than that seen in wild-type cells. Northern and western analyses indicate that GFP-CENP-A^Cnp1^ is produced in *sim3* mutants (Figure 6B). For analyses at 36°C, cells were shifted to 36°C for 5 hr, prior to induction of *inv1*-GFP-CENP-A at 36°C for an additional hour. Most (99%) of the wild-type cells exhibited a strong GFP-CENP-A^Cnp1^ dot in the nucleus after induction, but less than 5% of *sim3* cells exhibited GFP-CENP-A^Cnp1^ at centromeres. As a control, the incorporation of GFP-CENP-A^Cnp1^ was monitored in a *mis6-302* mutant, which has previously been shown to be defective in incorporation of CENP-A^Cnp1^-GFP induced from the *nmt1* promoter (Takahashi et al., 2000). As expected, no GFP-CENP-A^Cnp1^ centromeric signal was observed in most *mis6-302* cells at 25°C or 36°C (Figure 6D). However, in a proportion of *mis6-302* cells (13.5% and 8.5%), a very strong signal was observed at centromeres and GFP-CENP-A^Cnp1^ appeared to fill the nucleus. This confirms that Mis6 is required for the deposition of new CENP-A^Cnp1^ at centromeres in most cells. It is not known why GFP-CENP-A^Cnp1^ overaccumulates in a proportion of *mis6-302* cells.

Anti-GFP ChIP was performed on wild-type and *sim3-143* cells before and after induction of GFP-CENP-A^Cnp1^ at 25°C. In wild-type cells, little GFP-CENP-A^Cnp1^ was found to associate with *cnt1* prior to induction, but after 60 min induction, robust enrichment of *cnt1* relative to *fbp1* was observed (Figure 6E). In *sim3-143* cells, little GFP-CENP-A^Cnp1^ associates with *cnt1* after induction. These analyses indicate that, in wild-type cells, newly made GFP-CENP-A^Cnp1^ is efficiently deposited in the central domain chromatin. However, although GFP-CENP-A^Cnp1^ is induced, it is inefficiently incorporated at centromeres in *sim3* mutant cells. This demonstrates that one function of Sim3 is to allow newly synthesized CENP-A^Cnp1^ to be incorporated into centromeric chromatin.

The localization of induced *inv1*-HA-tagged histone H3 to chromatin was unaffected in *sim3* mutants and was identical to that observed in wild-type cells, therefore *sim-143* and *sim3-205* do not appear to affect the deposition of new histone H3 in this relatively crude assay (Figure S9). Additionally, the fact that H3 is detected in the central domain in place of CENP-A in *sim3* mutants suggests that the ability to assemble H3 into chromatin is not compromised in *sim3* mutants (Figure 3). If Sim3 plays a major role in the deposition of H3, cells expressing defective Sim3 would be expected to have a general defect in chromatin integrity, which might affect gene expression. It is also possible that the mutations in *sim3* indirectly affect centromeres through changes in expression of centromere components. To address these concerns, expression profiling of *sim3-143* and *sim3-205* cells was performed (see Table S1). mRNA levels in logarithmically growing cultures of *sim3* mutant cells were compared to those in wild-type. 

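The expression profiling comprised 4 spotted ORF arrays, 2 for *sim3-143* and 2 for *sim3-205*, each hybridized with mutant and wild-type cDNA in different dyes. In replicate 1 of each allele the mutant was labelled with Cy3 and the wild-type with Cy5, and in replicate 2 the dyes were swapped. Every probe was printed in 2 spots, which gave 4 data points per gene and allele. The paper does not state whether the swapped arrays share RNA extracts or whether the alleles share wild-type RNA, so n = 2 counts arrays, and their number limits the precision. The deposited scanner values were median intensities of 11520 spots per array and of their local background, without normalization. Median spot intensity lay between 953 and 2369.5 and median background between 101 and 209.5. The authors also deposited log2 ratios of mutant over wild-type after their own normalization, which were used as an alternative. On *sim3-143* replicate 2 and *sim3-205* replicate 1, the deposited gene names ran in alphabetical order along the grid for 99.7% of neighbouring spots, against 41.5% on the other 2 arrays, and 30 of 5760 positions carried the same name as on those arrays. The 1054 spots that the other arrays' layout gives as empty or buffer had median intensities (sum of both dyes) of 354 and 264 on these 2 arrays, against 4794 and 2950 at the remaining spots. The spots that their own names give as empty or buffer had medians of 4634 and 3117. Genes on all 4 arrays were therefore named by grid position from the layout of *sim3-143* replicate 1 and *sim3-205* replicate 2, a choice made after the values were seen. Between the 2 *sim3-143* arrays, log2 ratios had a Pearson correlation across genes of 0.48 by position and of 0.01 by the names as written, where genes are not independent replicates. Between the 2 *sim3-205* arrays it was 0.14 by position and 0.01 by the names as written. In 3 of the 32 grids of *sim3-205* replicate 1, Cy3 and Cy5 intensities were unrelated, with Spearman correlations of 0.118, 0.0062 and -0.120, and these grids were kept. Background was corrected with normexp (offset 50) and dyes were normalized by loess in each spot file. A gene was past a cutoff when at least 3 of its 4 data points were past it in one direction, the rule given in Table S1.

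**Figure D1:**
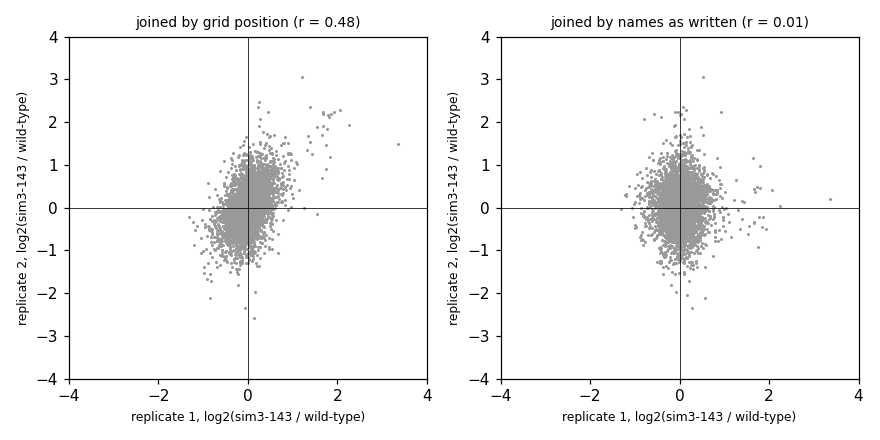
Log2 ratios of *sim3-143* over wild-type for each gene on replicate 1 (x axis) and replicate 2 (y axis), with each dot a gene. Joined by grid position the replicates have a Pearson correlation of 0.48 across genes, and joined by the names as written 0.01.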

Lists of misregulated genes in *sim3* mutants relative to wild-type were established. 

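In *sim3-143*, 26 of the 4824 genes with 4 data points were past a 2-fold change from wild-type, 24 higher and 2 lower. In *sim3-205* there were 32 of 4841, all of them higher. The *sim3-143* count moved most with the authors' deposited log2 ratios joined as they were placed in their tables, to 0, while the *sim3-205* count was 15 with these. Leaving out replicate 2 moved the *sim3-205* count most, to 254 (197 higher and 57 lower), where both data points of the remaining array had to be past 2-fold. Without replicate 1 it was 81, of which 57 were higher and 24 lower. The *sim3-143* count was 188 without replicate 1, 125 higher and 63 lower, and 34 without replicate 2, 29 higher and 5 lower. Genes lower past 2-fold in *sim3-205* thus appear when a single array decides, and also by the mean of the 4 data points (131 higher and 24 lower).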

Using a standard 2-fold cutoff for changes in gene expression, only 20 genes were >2-fold up- or downregulated by the stronger *sim3-205* allele and no genes were affected by the weaker *sim3-143* allele. Using a less stringent 1.5-fold cutoff, 43 genes were affected by *sim3-143* and 113 genes were affected by *sim3-205*. 

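Past 1.5-fold there were 168 genes in *sim3-143*, 101 higher and 67 lower, which is 3.48% of the genes measured. In *sim3-205* there were 153 genes, 124 higher and 29 lower, or 3.16%. Without the grids of replicate 1 in which the dyes were unrelated there were 102, of which 76 were higher and 26 lower. Leaving out an array raised the *sim3-143* count to 796 without replicate 1 and to 213 without replicate 2, and the *sim3-205* count to 358 without replicate 1 and to 620 without replicate 2. Among the genes past 1.5-fold with all 4 data points in the same direction, the highest mean log2 ratios in *sim3-143* were those of *hsp16* (2.42 ± 1.33, SD, n = 2 arrays), SPBC1E8.04c (2.18 ± 0.16), *zym1* (SPAC22H10.13, 2.14 ± 1.30), *ppk31* (SPBC725.06c, 2.10 ± 0.22) and *tf2-5* (2.09 ± 0.22). The lowest were those of *ght8* (SPCC548.06c, -1.47 ± 0.90), SPAC25B8.12c (-1.29 ± 0.54) and *glt1* (SPAPB1E7.07, -1.27 ± 0.63), followed by *cbm1* (SPAC2E1P3.05c) at -1.26 ± 0.38 and *adh1* at -1.20 ± 0.51. In *sim3-205* the highest were SPAC1348.10c (2.49 ± 2.81), *tf2-8* (2.42 ± 1.17), *tf2-6* (2.23 ± 1.25), *pat10* (SPAC18B11.08c, 2.18 ± 1.88) and *hsp16* (2.16 ± 1.04). All of these *sim3-205* genes but *hsp16* lie in the grids of replicate 1 in which the dyes were unrelated, as do *ght8* and *adh1*, and Tf2 copies share sequence, so their probes cannot be read as separate genes. The lowest in *sim3-205* were *pil1* (SPCC736.15, -1.17 ± 0.53), *tea4* (SPBC1706.01, -1.08 ± 0.69), SPAC212.10 (-0.94 ± 0.67), *odr1* (SPBC215.10, -0.91 ± 0.31) and SPAC8C9.04 (-0.85 ± 0.08).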

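SPAC1F8.04c, which the current gene table names *hhy1*, had a mean log2 ratio of 0.96 ± 0.62 (SD, n = 2 arrays) in *sim3-143*, from 0.52 on replicate 1 and 1.39 on replicate 2. In *sim3-205* the mean was 0.84 ± 0.34, from 1.09 on replicate 1 and 0.60 on replicate 2. It was higher than wild-type on all 4 arrays, with 2 of 4 data points past 1.5-fold in each allele, and so was not past the cutoff by the rule of 3. The limma fit gave adjusted p = 0.538 in *sim3-143* and 0.540 in *sim3-205* (standard error 0.26 for each). Under the alternatives that kept both arrays of an allele, the mean lay between 0.54 and 1.11 in *sim3-143*, the latter with the names as written. In *sim3-205* the mean lay between 0.57 and 0.93 under these alternatives. With plain background subtraction, and with the authors' deposited values as placed, it was past 1.5-fold in both alleles.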

Surprisingly, only one gene (SPAC1F8.04c) was similarly affected by both *sim3* alleles. Thus, we conclude that relatively few genes and distinct sets of genes were affected in the two *sim3* mutant alleles. 

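Past 1.5-fold, 36 genes changed in the same direction in both alleles, 35 higher and 1 (SPAC2E1P3.05c) lower, and 0 changed in opposite directions. Lists of these sizes drawn independently from the 4809 genes with 8 data points would share 2.98 genes, so the observed number was 12.1 times that. The mean log2 ratios of the alleles had a Pearson correlation of 0.20 and a Spearman correlation of 0.16 across genes, which are not independent replicates. Of the 36 genes, 8 were among the 12 probes for Tf2 retrotransposons, whose sequences are shared, and 28 were not. The median log2 ratio of the Tf2 probes was 1.86 in *sim3-143* and 1.03 in *sim3-205*, but -0.33 in *sim3-205* with the authors' deposited values as placed, which hold 2 of these probes. With those values moved back to their spots, 7 Tf2 probes had medians of 1.67 and 0.77, with 1 of them past 1.5-fold in *sim3-143* and 0 in *sim3-205* by the rule of at least 3 data points. A probe was counted there with any deposited value, and one with fewer than 3 values cannot pass that rule. Besides *hsp16*, *zym1* and *ppk31*, the shared genes included *hsp9*, at 1.88 ± 0.68 (SD, n = 2 arrays) in *sim3-143* and 1.99 ± 0.04 in *sim3-205*, a gene chosen after its values were seen. If both alleles were compared with the same wild-type RNA, unchanged mutants would also share genes. A simulation of that case gave a median of 191 genes by mean log2 ratio, against 84 observed by that measure. Its median correlation between the alleles was 0.55, against 0.20 observed. The simulated spread includes any true change and so runs high, which leaves shared wild-type RNA open. The shared number moved most with the joining of names. It was 1 (SPCC663.06c) with the names as written, 1 (SPAC1F8.04c) with the authors' deposited values as placed, and 10 with those values moved back to their spots. It was 79 without *sim3-143* replicate 1 and 66 without *sim3-205* replicate 1. The limma comparison between the alleles called 0 genes at an adjusted p below 0.05, with 244 at an unadjusted p below 0.05 against 241 by chance. With a dye coefficient for each gene in the fit, the calls were still 0 and 476 genes had an unadjusted p below 0.05. Leaving out either *sim3-205* array, but neither *sim3-143* array, gave calls, in fits that rest on 1 array of that allele. The 0 calls thus do not show that the alleles are alike.

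**Figure D2:**
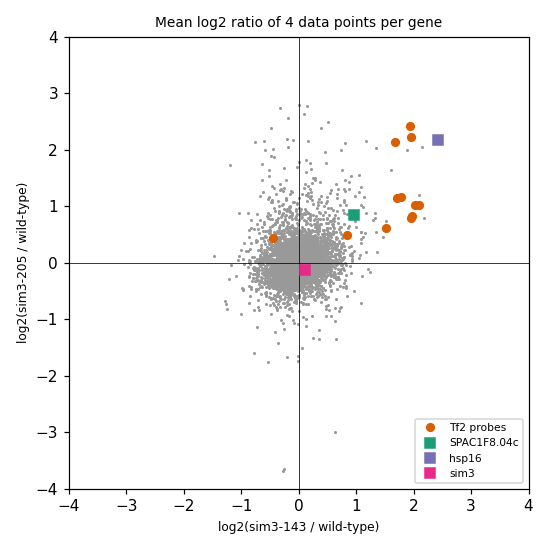
Mean log2 ratio of 4 data points for each gene in *sim3-143* (x axis) and *sim3-205* (y axis), with Tf2 probes, SPAC1F8.04c, *hsp16* and *sim3* in colour. Genes higher in both alleles, such as *hsp16* at 2.42 and 2.16, lie at the upper right.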

The annotation of the affected genes indicates that no gene products known to be involved in centromere function are affected, thus arguing against indirect effects of *sim3* on CENP-A chromatin assembly. 

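A list of 12 genes was examined, 9 from the paper's account of CENP-A and its assembly and 3 that it names in other roles (*sad1* as a spindle pole body marker, *swi6* as a fusion in a yeast 2-hybrid assay and *rik1* as a heterochromatin mutant). Of these, 11 were found on the array (*mis15* was not), and 0 were past 1.5-fold in either allele. Their mean log2 ratios ran from -0.36 (*mis16*) to 0.34 (*sim4*) in *sim3-143*, with a median of 0.11, and from -0.30 (*sad1*) to 0.15 (*swi6*) in *sim3-205*, with a median of -0.01. The gene for CENP-A, *cnp1*, was at 0.11 ± 0.28 (SD, n = 2 arrays) in *sim3-143* and at -0.01 ± 0.12 in *sim3-205*. Without *sim3-143* replicate 1 the count was 1, for *mis16* (-0.70 on replicate 2). The mutated gene itself, *sim3* (SPBC577.15c), was at 0.11 ± 0.21 in *sim3-143* and at -0.13 ± 0.19 in *sim3-205*, within the spread between arrays in each. With the authors' deposited values as placed it was at 0.63 in *sim3-143* and at -1.91 in *sim3-205*, and with those values moved back to their spots at 0.26 and -0.30. SPBP8B7.12c, chosen after its values were seen, is not among the 12 genes but is named *fta3* in the current gene table, while Table S1 describes it as a hypothetical protein. It was past 1.5-fold in both alleles, with log2 ratios of 0.74 and 0.45 on the *sim3-143* arrays and of 0.67 and 0.64 on the *sim3-205* arrays (adjusted p = 0.538 and 0.529 from limma). The files do not give its function. Genes with similar names include *fta2* (SPAC1783.03) and *fta6* (SPAC11H11.05c), and neither was past 1.5-fold in either allele. The means of *fta2* were -0.08 in *sim3-143* and -0.21 in *sim3-205*. Those of *fta6* were -0.21 and -1.67, the latter from -3.20 on replicate 1 and -0.15 on replicate 2. From the annotation of the affected genes, the paper argues against an indirect effect of the mutations on CENP-A chromatin, and from their small number it draws its view of Sim3 in chromatin.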

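A limma fit on the 4 arrays, which left 2 residual degrees of freedom, tested 4819 genes and called 0 in *sim3-143* and 0 in *sim3-205* at an adjusted p below 0.05. At an unadjusted p below 0.05 there were 420 genes in *sim3-143* and 425 in *sim3-205*, against 241 by chance, and the smallest adjusted p was 0.119 in *sim3-143* and 0.327 in *sim3-205*. The alternative that moved the *sim3-205* calls most left out *sim3-205* replicate 2, with 43 genes in *sim3-143* and 343 in *sim3-205*, where the remaining *sim3-205* array is assumed to vary like the *sim3-143* arrays. Without *sim3-205* replicate 1 the calls were 48 and 12. Of the 10 probes for histone genes, *htb1* was past 1.5-fold in *sim3-143* (0.52 ± 0.23, SD, n = 2 arrays, adjusted p = 0.554 from limma) and the H3 gene *hht2* was past it in *sim3-205* (probe h3.2, 0.63 ± 0.25, adjusted p = 0.545 from limma). Each of these was higher than wild-type on both arrays. The rule counts data points, and the *sim3-143* mean of *htb1* was itself below 1.5-fold. In *sim3-205* *htb1* had a similar mean (0.53 ± 0.06) with 0 of 4 data points past 1.5-fold, so it does not set the alleles apart. In *sim3-143* *hht2* was at 0.32 ± 0.36, also with 0 data points past it. The median of the histone probes was 0.06 in *sim3-143*, or -0.07 with print-tip loess, and 0.44 in *sim3-205*. The *sim3-205* arrays differed in these probes. They ran from 0.23 (*hta2*) to 1.51 (probe h4.2) on replicate 1. On replicate 2 they ran from -0.38 (*hta2*) to 0.60 (probe h3.3), and probe h4.2 was at 0.09. With median centring in place of loess, 0 histone probes were past 1.5-fold, and without *sim3-205* replicate 2 there were 6.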

The fact that so few genes are affected in *sim3* mutants indicates that Sim3 is not required for general chromatin integrity and suggests that one of its main functions is to escort CENP-A^Cnp1^. However, other roles for Sim3 in H3 chromatin integrity may remain to be uncovered.

### Sim3 Is Required to Aid the Deposition of CENP-A^Cnp1^ during S and G2

During S phase, newly synthesized histones are deposited on DNA by a chromatin assembly process that is tightly coupled to DNA synthesis at the replication fork. However, replacement histones such as H3.3 and H2AZ are deposited in a replication-independent manner and require distinct assembly factors (Mizuguchi et al., 2004; Tagami et al., 2004).

Human CENP-A is synthesized in G2, and its incorporation at centromeres is not synchronized with their replication (Shelby et al., 2000; Sullivan and Karpen, 2001). CENP-A^Cnp1^-GFP is also incorporated at centromeres in fission cells blocked in G2 (Takahashi et al., 2005). As ∼70% of cells in an asynchronous culture are in G2, the data presented above (Figure 6) suggest that, like the Mis6 (control), Sim3 participates in a CENP-A^Cnp1^ chromatin assembly process in interphase. However, to test more rigorously if new CENP-A^Cnp1^ produced from *inv1*-GFP-CENP-A^Cnp1^ is incorporated during G2 or other cell-cycle stages, this construct was combined with the temperature-sensitive *cdc10* (G1 phase arrest), *cdc25* (G2 phase arrest) mutations, or analyzed cells in the presence of hydroxyurea (HU; S phase arrest).

Cdc10 is required for the initiation of S phase; after 4 hr at 36°C, *cdc10-129* cells are elongated, indicative of a G1/S cell-cycle arrest (Forsburg and Nurse, 1991). *cdc10-129* cells were incubated at 36°C for 3 hr and then *inv1*-GFP-CENP-A^Cnp1^ was induced by switching to sucrose for an additional 60 min incubation at 36°C (4 hr total). Only weak GFP-CENP-A^Cnp1^ foci were visible in a few cells in *cdc10-129*-arrested cells (Figure 7A), suggesting that newly produced CENP-A^Cnp1^ is not efficiently incorporated at centromeres in cells arrested in G1. Thus the CENP-A^Cnp1^ assembly pathway may be downregulated in G1.

To determine whether Sim3-dependent CENP-A^Cnp1^ deposition operates during S phase, wild-type, *sim3-143*, and *sim3-205* cells were arrested in early S phase by the addition of HU. After 4 hr in HU, new GFP-CENP-A^Cnp1^ was induced (1 hr in HU + sucrose), and GFP-CENP-A^Cnp1^ foci were clearly formed in wild-type, but not *sim3* or most *mis6* (control), cells (Figure 7B). Thus CENP-A^Cnp1^ can be deposited in S phase without ongoing replication.

Cdc25 is required to activate Cdc2 cyclin-dependent kinase and allow cells to enter mitosis (Forsburg and Nurse, 1991). After 4 hr at 36°C, *cdc25-22* cells are blocked at G2/M as indicated by elongated cell morphology. After 3 hr incubation at 36°C, *inv1*-GFP-CENP-A^Cnp1^ was induced in *cdc25-22* cells for 60 min at 36°C. All *cdc25-22* cells displayed a GFP-CENP-A^Cnp1^ dot (Figure 7C), indicating that GFP-CENP-A^Cnp1^ produced in G2-arrested cells is deposited at centromeres. However, in parallel experiments, a centromeric GFP-CENP-A^Cnp1^ signal was not detectable in *sim3-143 cdc25-22* and *sim3-205 cdc25-22* cells. This indicates that the NASP-related protein Sim3 is required for the efficient replication-independent deposition of CENP-A^Cnp1^ at fission yeast centromeres during G2.

Thus, Sim3 is required in both S- and G2-arrested cells to allow CENP-A^Cnp1^ incorporation at centromeres. Although distinct mechanisms of CENP-A^Cnp1^ deposition have been found to operate during S and G2 phases of the cell cycle (Takahashi et al., 2000, 2005), it appears that Sim3 is required to escort nascent CENP-A^Cnp1^ in both S and G2 phase to CENP-A^Cnp1^ chromatin assembly factors for incorporation at centromeres (Figure 7D).

## Discussion

The *sim3* mutants were identified through their alleviation of silencing within the central kinetochore domain of fission yeast centromeres. Here, we have shown that the *sim3* mutations reside in an ORF that can be aligned with the known histone binding proteins N1/N2, NASP, and Hif1. We have demonstrated that Sim3 is required for normal levels of CENP-A^Cnp1^ at the central domain of centromeres and probably interacts directly with CENP-A^Cnp1^ in vitro. In addition, our analyses indicate that Sim3 can associate with H3, suggesting that Sim3 may have other roles in chromatin assembly and integrity. However, expression profiling indicates that Sim3 does not act generally to maintain chromatin. In addition, immunoprecipitations from fission yeast extracts suggest that Sim3 may preferentially associate with CENP-A^Cnp1^ compared to histone H3.

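Over the genes on each array, the standard deviation of the log2 ratio of mutant over wild-type was 0.31 and 0.50 on *sim3-143* replicates 1 and 2, and 0.66 and 0.38 on *sim3-205* replicates 1 and 2. The median size of a log2 ratio, without its sign, was 0.16, 0.28, 0.23 and 0.20 on the same arrays. The spread on *sim3-205* replicate 1 includes the grids with unrelated dyes. Between the 2 spots of a probe on one array, Pearson correlations across genes were 0.90, 0.92, 0.84 and 0.85, higher than between arrays of an allele. Among 11 marker genes of the strains and control genes of the other assays, *adh1* was past 1.5-fold in *sim3-143*, and *ade6* (0.93 ± 0.28, SD, n = 2 arrays) and *lys1* (-0.59 ± 0.03) were past it in *sim3-205*, where *adh1* and *fbp1* lie in those grids on replicate 1. With print-tip loess 0 of the 11 were past it in *sim3-205* and 2 (*act1* and *adh1*) in *sim3-143*. Median centring gave these 2 in *sim3-143* as well, and *ade6* and *inv1* in *sim3-205*.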

The two *sim3* mutants isolated have altered residues in the conserved interrupted TPR-like repeats (SHNi-TPR), and both disrupt Sim3-CENP-A^Cnp1^ complex formation in vitro and in vivo. The Sim3 protein is not a kinetochore protein but is distributed throughout the nucleus. Cells with defective Sim3 are unable to incorporate newly synthesized CENP-A^Cnp1^ at centromeres in S or G2 phases. Together, these data are consistent with a model in which Sim3 acts as an escort for CENP-A^Cnp1^, ensuring that it is delivered to centromeres. We suggest that Sim3 hands off CENP-A^Cnp1^ to other assembly factors located at centromeres (Figure 7D). In this way, Sim3 might also contribute to the specificity of incorporation and prevent the inappropriate assembly of CENP-A^Cnp1^ into noncentromeric chromatin. Centromere-associated proteins such as Ams2, Mis6, 15, 16, 17, 18, and Sim4 are known to affect CENP-A^Cnp1^ incorporation in the central domain and are candidates for the putative CENP-A^Cnp1^ acceptors. However, to date, none of these kinetochore proteins have been shown to associate with CENP-A^Cnp1^. Indeed, to the best of our knowledge, Sim3 is the first protein in fission yeast, which has regional rather than point centromeres, that has been shown to associate with CENP-A^Cnp1^. Hence, Sim3 may contribute to the propagation of CENP-A^Cnp1^ chromatin at a specific locus by only surrendering CENP-A^Cnp1^ to factors exclusively associated with active centromeres. Such factors might include the ortholog of *S. cerevisiae* Scm3 (Camahort et al., 2007; Mizuguchi et al., 2007; Stoler et al., 2007), but this remains to be tested.

It is well established that canonical histone H3 can be evicted and replaced by the H3.3 variant in metazoan cells. This provides the paradigm for replication-independent histone replacement (reviewed in Henikoff and Ahmad, 2005). The replacement of H3 by H3.3 is induced by transcription and, because it can occur in interphase cells, is uncoupled from replication. H3.3 complexes with the chaperones HIRA and ASF1A, which are required to allow its assembly into chromatin—interestingly, NASP also associated with H3.3 (Tagami et al., 2004). The Swr1 complex promotes the replacement of core histone H2A with the variant H2AZ, and its Swc2 subunit directly binds H2AZ and is required for H2A-H2AZ exchange (Mizuguchi et al., 2004; Wu et al., 2005). Chz1 passes H2AZ to Swr1 but does not participate in H2AZ-H2A replacement (Luk et al., 2007). Our analyses detected elevated levels of histone H3 in the central kinetochore domain in cells with defective Sim3. One explanation is that histone H3 is deposited at centromeres by default during replication and is subsequently evicted and replaced with the kinetochore-specific H3 variant CENP-A^Cnp1^ in a manner similar to that described for replacement of H3 by H3.3 during transcription (Ahmad and Henikoff, 2002; McKittrick et al., 2004; Mito et al., 2005). Such a process may be reliant on a priming step mediated by Mis18 in late metaphase (Fujita et al., 2007; Maddox et al., 2007). Indeed, the detected Sim3-H3 association might be indicative of Sim3 being required to receive evicted H3 after an H3-to-CENP-A exchange event. A complete understanding of such CENP-A histone replacement/exchange factors awaits further investigation. Regardless of the exact CENP-A assembly mechanism, we envisage that fission yeast Sim3 acts ahead of such chromatin assembly or histone exchange factors as a classic chaperone, ensuring that CENP-A^Cnp1^ is handed over to centromere-associated CENP-A assembly factors, but unlike *S. cerevisiae* Scm3, it is not a component of the final structure itself.

As newly synthesized CENP-A^Cnp1^ is deposited at centromeres in both G2- and S phase-arrested cells, CENP-A^Cnp1^ deposition does not appear to be mandatorily coupled to ongoing replication, even during S phase. As CENP-A^Cnp1^ levels decline and histone H3 levels increase at centromeres in *sim3* mutants, it is possible that H3 is initially deposited in S phase and subsequently replaced by nascent CENP-A^Cnp1^ during S and G2. Another possibility is that by binding to CENP-A^Cnp1^ Sim3 acts to prevent its promiscuous incorporation into noncentromeric chromatin. The order of events, players, and specific interactions in such a complex exchange or remodeling event may differ in details between species so that in some organisms CENP-A may be incorporated in G1 after priming in late mitosis (Fujita et al., 2007; Jansen et al., 2007), whereas in other organisms, related events may occur at different cell-cycle stages.

The structural alignment indicates that Sim3 and other SHNi-TPR family members contain a reiterated sequence motif that is an interrupted form of TPR repeat (Figure 2). TPR motifs are normally found in tandem arrays, and structures show that these helical hairpins form a head-to-tail zigzag structure to create a convex face and a concave surface inside the superhelix (reviewed in D'Andrea and Regan, 2003). In some structures, a peptide is shown to bind within the cavity formed by the TPR motifs (Scheufler et al., 2000). In the SHNi-TPR family, position 2 of each repeat has a negatively charged side chain or an amidated version. Moreover, position 9 of M3 is often negatively charged. Intriguingly, these residues line the concave face in a model of four SHNi-TPR repeats and may form an ion binding site or a recognition site for a positively charged section of proteins such as histones (Figure 2C). The mutations identified in Sim3, which affect both in vitro and in vivo interactions with CENP-A^Cnp1^, are predicted to disrupt this putative recognition site.

Thus, Sim3 is related to NASP that has been shown to copurify with both H3 and H3.3 from mammalian cells (Tagami et al., 2004). Curiously, *S. cerevisiae* was reported to lack a NASP protein (Aravind et al., 2000). This might reflect the fact that *S. cerevisiae* kinetochores contain a single CENP-A nucleosome, whereas centromeres in other organisms (including the yeast *C. albicans*) have arrays of CENP-A nucleosomes at each centromere (Baum et al., 2006), and in humans, at least, these contain H2A-H2B (Foltz et al., 2006). In fact, although the *S. cerevisiae* protein Hif1 shares only weak similarity to NASP, N1/N2, and Sim3, it can be aligned with them and has been shown to bind H3/H4 and contribute to their deposition.

It is not known if NASP proteins are required for the deposition of histones in metazoa, but NASP associates with H3 and H3.3 in HeLa cells. It is also not known if NASP associates with CENP-A in these cells. Different organisms may put different emphases on particular mechanisms that restrict CENP-A to centromeres; these may include proteolysis and/or targeting (Black et al., 2007; Collins et al., 2004). In fission yeast, the Sim3 NASP-related protein appears to act as a CENP-A^Cnp1^ chaperone but it may also have other unidentified roles in aiding H3 dynamics, as indicated by its association with H3. It will be interesting to determine if other NASP-like proteins are involved in shepherding CENP-A to centromeres.

## Experimental Procedures

### Induction and Analysis of Newly Synthesized GFP-CENP-A^Cnp1^

GFP-CENP-A^Cnp1^ was placed under the control of the *inv1* promoter and integrated at the *ura4* locus (strain FY8481). The *inv1* promoter was repressed in PMG with 10% glucose and induced by switching to PMG with 4% sucrose as the sole carbon source for 1 hr. To block DNA replication, cells were treated with 25 mM HU for 4 hr at 25°C. For FACS analysis (BD FACSCalibur), cells were fixed in 70% ethanol before staining with propidium iodide.

### Other Methods

In vitro binding assays are described in the Supplemental Data. Microscopy and ChIP were performed as previously described (Pidoux et al., 2003). Immunoprecipitations were performed as previously described (Millband and Hardwick, 2002). Modifications and details of antibodies are given in the Supplemental Data.

## Figures and Tables

**Figure 1:**
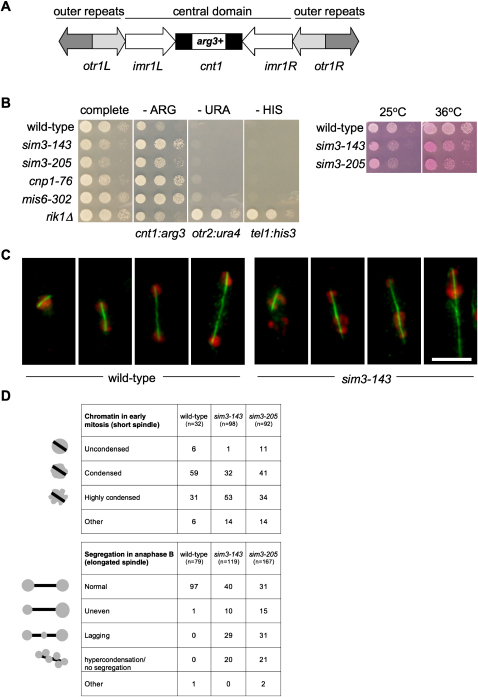
The NASP-Related Protein Sim3 Is Required for Central Core Silencing at Centromeres and Normal Chromosome Segregation (A) *S. pombe* centromeres consist of a central core domain surrounded by outer repeat regions. The *arg3*^+^ insertion at *cnt1* allows monitoring of central core silencing (Pidoux et al., 2003). (B) Left, serial dilution to monitor silencing at central core (*cnt1:arg3*^+^), outer repeat heterochromatin (*otr2:ura4*^+^), and telomeres (*tel1L:his3*^+^), assayed by growth on indicated media. *sim3-143*, *sim3-205*, *cnp1-76*, and *mis6-302* mutants specifically alleviate central core silencing. Outer repeat and telomeric silencing is alleviated in the heterochromatin mutant *rik1*Δ. Right, serial dilution assay to assess growth and viability of *sim3* mutants compared to wild-type at 25°C and 36°C on YES + phloxine B; darker pink colonies contain more dead cells. Strains are FY3027, 6154, 5496, 4462, 5691, and 3606. (C) Chromosome segregation defects in *sim3*-*143*. Wild-type and *sim3*-*143* cells were shifted to 36°C for 6 hr before fixation and immunolocalization with antibodies to α-tubulin (microtubules; green) and DAPI staining (DNA; red). Scale bar, 5 μm. (D) Quantification of chromosome segregation patterns. Numbers are percentages of each pattern in early (short spindles) and late mitosis (elongated spindles) in cultures grown at 36°C (6 hr).

**Figure 2:**
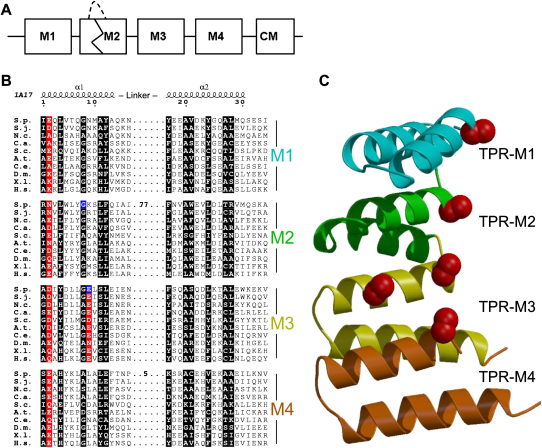
Sim3 Has Interrupted TPR Motifs (A) Motif arrangement in the SHNi-TPR family: four TPR-related motifs (M1–M4) are predicted (see [B]), and a carboxy-terminal motif (CM) also shares similarity. (B) Global alignment of amphipathic helices in motifs –M4 against TPR motif. *S. pombe* Sim3 (S.p.) was aligned with related proteins from other species (see Supplemental Data). The secondary structure from TPR1 of PP5 (PDB code 1A17) is shown above the alignment. Motifs M1, M3, and M4 are predicted to be TPR-like motifs in Human NASP. Global alignment shows that M1, M2, M3, and M4 can be structurally aligned with a TPR motif if insertions are allowed between the amphipathic helices. These insertions are sparse in hydrophobic residues and are likely to be unstructured. The hydrophobic residues that define the TPRs are shown as white-on-black boxes. The positions of mutations in Sim3 are highlighted in blue. Residue 2 of all four SHNi-TPR motifs and residue 9 of M3 are highlighted in red. (C) A model of a four-TPR structure extrapolated from the structure of the three TPRs of PDB code 1fch. Insertions could be accommodated in the links between helices and the links between TPR modules. The Ca and Cb carbons of Residue 2 (M1–M4) and residue 9 of M3 are shown as red spheres. The protein is shown in blue to red graded by sequence number from N to C terminus.

**Figure 3:**
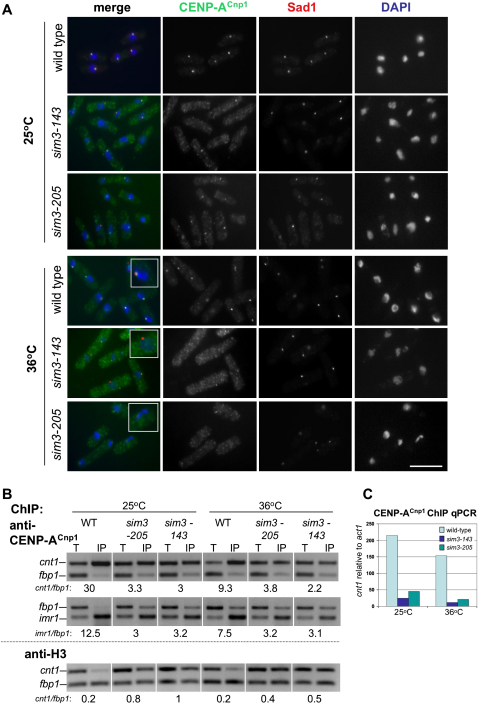
CENP-A^Cnp1^ Levels at Centromeres Are Reduced in *sim3* Mutants (A) CENP-A^Cnp1^ localization in wild-type and *sim3* strains at 25°C and 36°C. Strains were grown at 25°C or shifted to 36°C for 6 hr before fixation and processing for immunolocalization with anti-CENP-A^Cnp1^ (green), anti-Sad1 (red), and DAPI (blue). Scale bar, 10 μm. (B) Top, ChIP of CENP-A^Cnp1^ in wild-type and *sim3* mutants at 25°C and 36°C (6 hr). Immunoprecipitated DNA was analyzed by multiplex PCR. *cnt1* or *imr1* enrichment is measured relative to the *fbp1* euchromatic control and normalized to the input (T, Total) PCR. Bottom, ChIP of histone H3 in wild-type and *sim3* mutants at 25°C and 36°C. The kinetics of fixation differ at 25°C and 36°C, and so ChIPs at the two temperatures are not directly comparable. (C) ChIP of CENP-A^Cnp1^ in wild-type and *sim3* mutants at 25°C and 36°C. In a separate experiment from (B), the level of *cnt1* and *act1* DNA in the input and anti- CENP-A^Cnp1^-immunoprecipitated chromatin was determined by quantitative real-time PCR.

**Figure 4:**
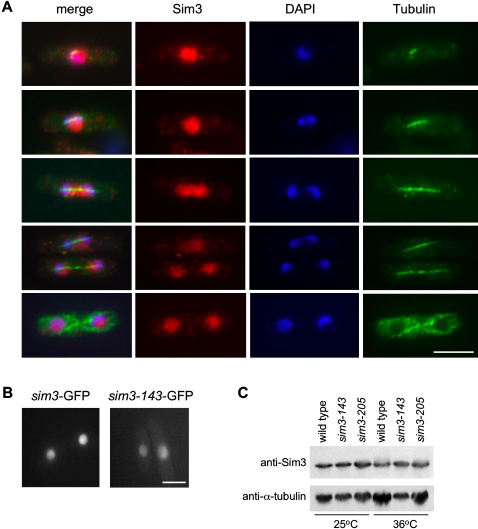
Sim3 Is Distributed throughout the Nucleus (A) Localization of Sim3 to the nucleus throughout the cell cycle. Immunofluorescence of wild-type cells using affinity-purified anti-Sim3 antibody (red), anti-tubulin (microtubules; green), and DAPI (DNA; blue). Merged images are shown on the left. Scale bar, 10 μm. (B) Fluorescence images of live interphase cells expressing Sim3-GFP (FY6326) and Sim3-143-GFP (FY6308). (C) Western analysis using anti-Sim3 antibody to detect levels of Sim3 in wild-type and *sim3* mutants at 25°C and 36°C (6 hr) or anti-tubulin as a loading control.

**Figure 5:**
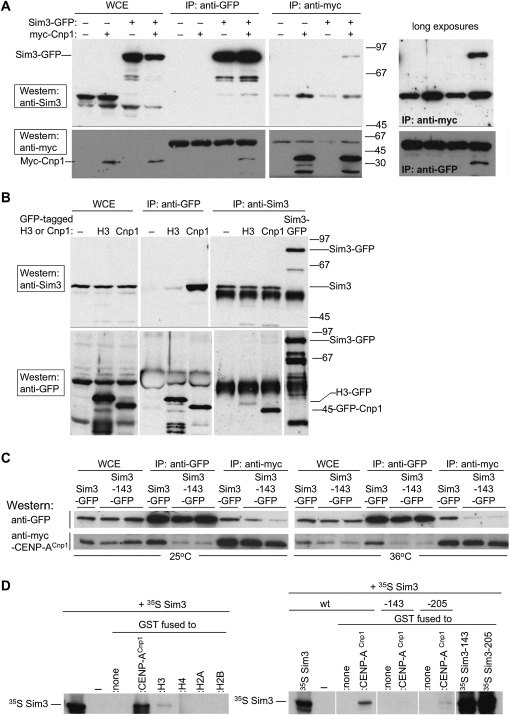
Association of CENP-A^Cnp1^ and H3 with Sim3 (A) Sim3-GFP and myc-CENP-A^Cnp1^ coimmunoprecipitate. Extracts were prepared from cells in which Cnp1 and Sim3 were untagged (FY1645) or which expressed Sim3-GFP (FY6322), or myc-CENP-A^Cnp1^ (FY5927), or both Sim3-GFP and myc-CENP-A^Cnp1^ (FY6374). Immunoprecipitations were performed with sheep anti-GFP or mouse anti-myc (9E10). Immunoprecipitates (IP) and whole-cell extracts (WCE) were analyzed by western blot with rabbit anti-GFP or rabbit anti-myc antibodies as indicated. Positions of Sim3-GFP and Myc-CENP-A^Cnp1^ proteins and molecular weight standards are indicated. Long exposures of two panels are shown on the right for comparison. (B) GFP-CENP-A^Cnp1^ and histone H3-GFP coimmunoprecipitate with Sim3. Extracts were prepared from strains expressing no tagged proteins (FY1645), GFP-CENP-A^Cnp1^ (FY5205), histone H3-GFP (FY6443, a gift from Mohan Balasubramanian), or Sim3-GFP (FY6322). Immunoprecipitations were performed with sheep anti-GFP or rabbit anti-Sim3. IPs and WCEs were analyzed by western blot with rabbit anti-Sim3 or rabbit anti-GFP antibodies as indicated. Positions of Sim3, Sim3-GFP, H3-GFP, and GFP-CENP-A^Cnp1^ proteins and molecular weight standards are indicated. Different length exposures are shown for different panels to allow relevant bands to be seen clearly. (C) Reciprocal coimmunoprecipitations from extracts of cells expressing Sim3-GFP and myc-CENP-A^Cnp1^ (FY6374) or Sim3-143-GFP and myc-CENP-A^Cnp1^ (FY6368/9), grown at 25°C or 36°C (6 hr). Antibodies as in (A). (D) Sim3 and CENP-A^Cnp1^ interact in vitro. Left, ^35^S-labeled Sim3 produced by in vitro transcription and translation was incubated with GST fusion proteins, and pull downs were analyzed by SDS-PAGE and fluorography. ^35^S-labeled Sim3 (1/5th) was run in the left lane. Right, binding of mutant ^35^S-labeled Sim3-143 and Sim3-205 to GST-CENP-A^Cnp1^ was compared to wild-type in the in vitro binding assay.

**Figure 6:**
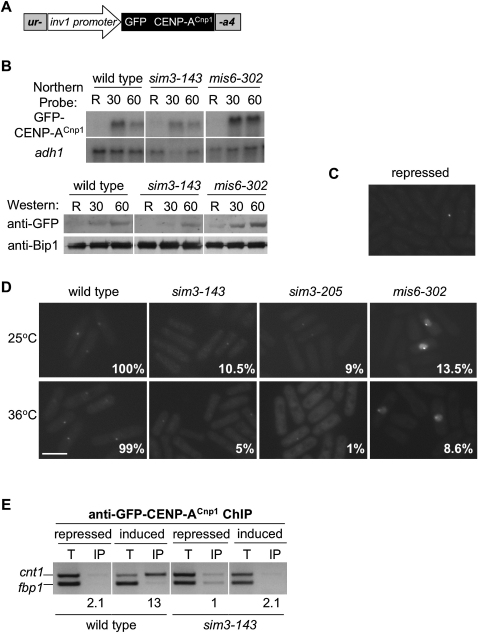
Sim3 Mediates the Incorporation of Newly Synthesized GFP-CENP-A^Cnp1^ at Centromeres (A) Schematic of strain with inducible GFP-CENP-A^Cnp1^ expressed from *inv1* promoter. (B) Northern and western time-course analysis showing induction of GFP-CENP-A^Cnp1^ transcript and protein from the invertase promoter (*inv1*) in wild-type (FY8481), *sim3-143* (FY8482), and *mis6-302* (FY8519) at 25°C. *adh1* was used as a loading control for northern analysis. Levels of induced GFP-CENP-A^Cnp1^ protein were determined by anti-GFP western analysis, and Bip1 was used as a loading control. R, repressed conditions; times of induction are given in minutes. (C) Cells grown in repressed conditions (10% glucose) at 25°C were fixed and analyzed by fluorescence microscopy; very few cells showed a GFP-CENP-A^Cnp1^ signal (<5%). (D) Incorporation of newly synthesized GFP-CENP-A^Cnp1^ in wild-type, *sim3-143*, *sim3-205*, and *mis6-302* at 25°C and 36°C. Cultures were grown at 25°C or shifted to 36°C for 5 hr under repressed conditions, then *inv1*-GFP-CENP-A^Cnp1^ was induced by switching to sucrose media for a further hour at either 25°C or 36°C (for details see text). Cells were fixed and analyzed by fluorescence microscopy, and the presence of the characteristic CENP-A^Cnp1^ signal was scored for each strain and condition (percentage indicated; n = 200). (E) Anti-GFP ChIP on wild-type and *sim3-143* strains containing *inv1*-GFP-CENP-A^Cnp1^ at 25°C, grown under repressed or induced (1 hr) conditions. ChIPs were analyzed by PCR: *cnt1* enrichment is measured relative to the *fbp1* euchromatic control and normalized to the input.

**Figure 7:**
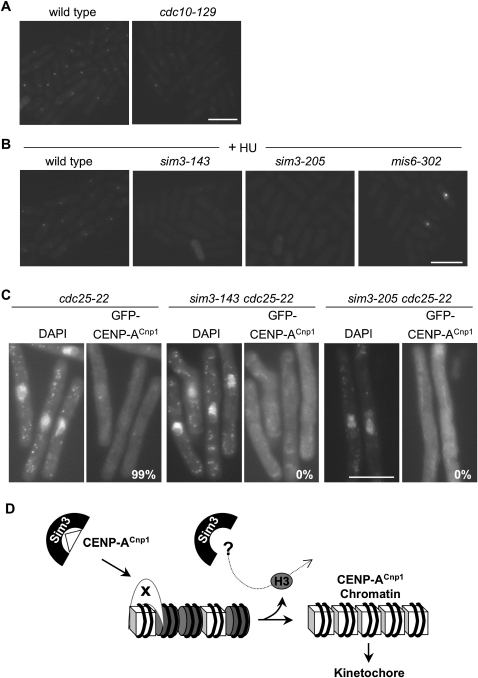
Sim3 Aids the Deposition of GFP-CENP-A^Cnp1^ during S and G2 (A) Wild-type and *cdc10-129* mutant (G1 arrest) cells were incubated at 36°C for 3 hr followed by induction of *inv1*-GFP-CENP-A^Cnp1^ for 60 min in sucrose medium (4 hr total at 36°C). Cells were fixed and analyzed for presence of GFP-CENP-A^Cnp1^ spot by fluorescence microscopy. (B) Wild-type, *sim3-143*, *sim3-205*, and *mis6-302* cells were arrested in S phase by the addition of 25 mM hydroxyurea (HU) for 4 hr at 25°C, followed by induction of *inv1*-GFP-CENP-A^Cnp1^ in sucrose media containing HU for a further 1 hr (5 hr total). Cells were analyzed as in (A). (C) Incorporation of newly synthesized GFP-CENP-A^Cnp1^ in *cdc25-22* (FY8518), *sim3-143 cdc25-*22 (FY8717), and sim3*-205 cdc25-22* (FY8718) strains at 36°C. Cultures grown at 25°C were shifted to 36°C for 3 hr in repressed conditions, then *inv1*-GFP-CENP-A^Cnp1^ was induced for a further 1 hr at 36°C. Cells were fixed, DAPI stained, and analyzed by fluorescence microscopy for the presence of GFP-CENP-A^Cnp1^ signal (n = 200 for each strain). Scale bar, 10 μm. (D) Model: Sim3 (C shape) acts a classic chaperone, directly binding CENP-A^Cnp1^ (white triangle), escorting it to the centromere, and handing it over to centromere-associated chromatin assembly factors (white crescent, X) that incorporate CENP-A^Cnp1^ in place of histone H3. CENP-A^Cnp1^ and H3 nucleosomes are shown as white cubes and gray cylinders, respectively. Evicted H3 may also be received by Sim3.

# Supplementary material for: A NASP (N1/N2)-Related Protein, Sim3, Binds CENP-A and Is Required for Its Deposition at Fission Yeast Centromeres
**Source:** Mol Cell. 2007 Dec 28;28(6):1029–44. doi: 10.1016/j.molcel.2007.10.010
**Supplement:** Document S1. Supplemental Experimental Procedures, Supplemental References, Nine Figures, and Three Tables

## Supplemental Data

### A NASP (N1/N2)-Related Protein, Sim3,

### Binds CENP-A and Is Required

### for Its Deposition at Fission Yeast Centromeres

Elaine M. Dunleavy, Alison L. Pidoux, Marie Monet, Carolina Bonilla, William Richardson, Georgina L. Hamilton, Karl Ekwall, Paul J. McLaughlin, and Robin C. Allshire

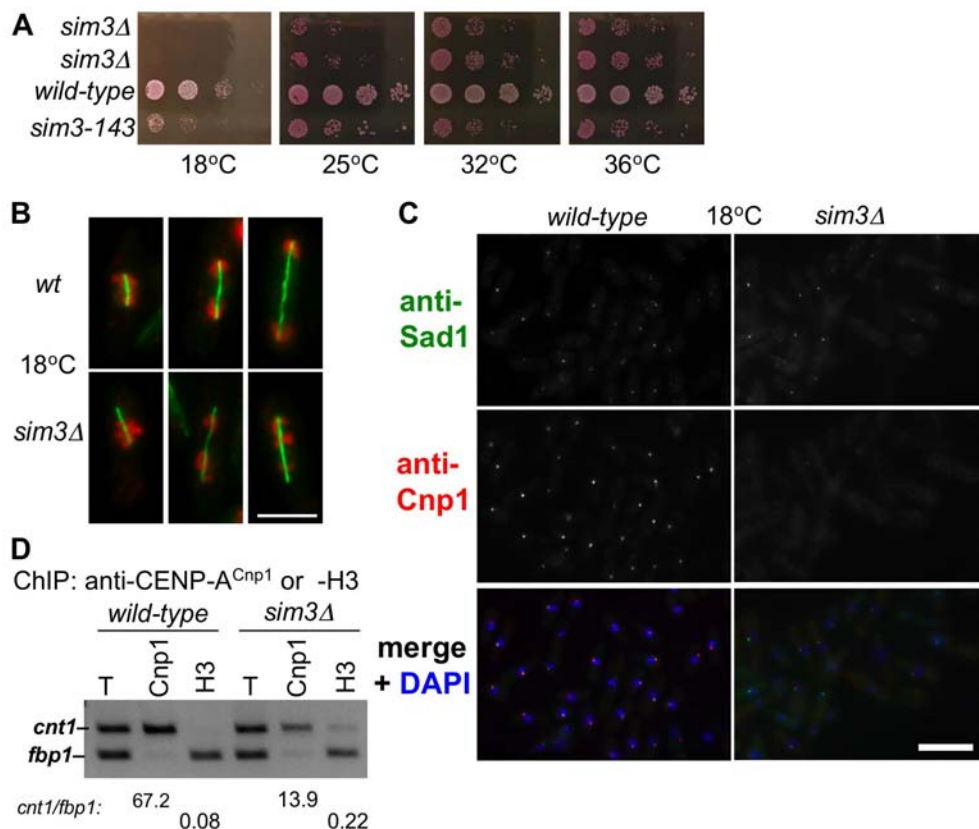

**Figure S1**

**A.** *sim3Δ* cells are inviable at 18°C and growth is impaired at 25, 32 and 36°C.

**B.** Chromosome segregation is defective in *sim3Δ* cells. Representative images of cells stained with anti-tubulin (green) and DAPI (red). Bar = 5 μm.

**C.** CENP-A<sup>Cnp1</sup> is lost from centromeres in *sim3Δ* cells. Wild-type and *sim3Δ* cells were grown at 18°C, fixed and stained with anti-Sad1 (SPB marker) and anti-CENP-A<sup>Cnp1</sup> and DAPI. Anti-Sad1 signal is equivalent in wild-type and *sim3Δ* cells but anti-CENP-A<sup>Cnp1</sup> signal is significantly reduced in *sim3Δ* cells. Bar = 10 μm.

**D.** CENP-A<sup>Cnp1</sup> is reduced and H3 levels increase in the central kinetochore domain of *cen1* of *sim3Δ* cells. Chromatin IP with anti-CENP-A<sup>Cnp1</sup> and anti-H3 were performed on extracts from wild-type and *sim3Δ* cells. Multiplex PCR was performed with primers specific for *cnt1* of *cen1* and levels compared with a control non-

centromeric locus *fbp1*. The relative amount of *cnt1* product compared to *fbp1* was calculated from band intensities in the IPs and normalised relative to the total input (T). Cells were grown at 32°C and shifted to 25°C for two hours.  
Strains: FY11049, 11052.

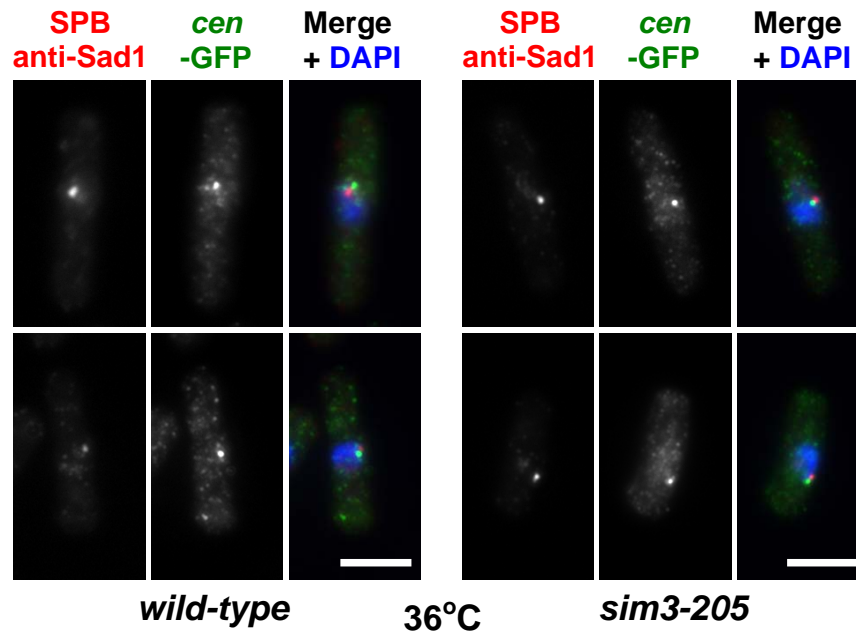

**Figure S2**

Centromeres remain associated with the SPB in *sim3* mutant cells. Wild-type and *sim3-205* cells bearing lacO/LacI-GFP beacons adjacent to centromeres 1 and 2 were grown at 36°C for 6 hours, fixed and stained with anti-Sad1 (an SPB specific protein) and DAPI. These representative images show that the GFP-beacon is located in close proximity to the SPB in both wild type and *sim3-205* cells. Thus, *sim3-205* does not affect the association of centromere with the SPB in interphase and this supports the conclusion that the loss of CENP-A<sup>Cnp1</sup> observed by immunolocalisation (Figure 3A) is not simply due to declustering of centromeres. Strains FY10539, 11055.

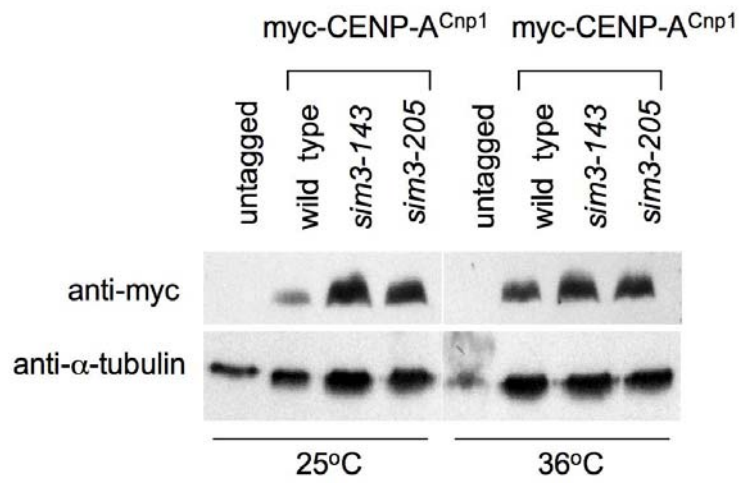

**Figure S3**

Levels of myc-CENP-A<sup>Cnp1</sup> protein are similar in wild type and *sim3* mutants grown at 25°C and 36°C (6 hr). Western using anti-myc antibodies to detect myc-tagged CENP-A<sup>Cnp1</sup> protein (expressed from its endogenous promoter), or anti-tubulin as a loading control.

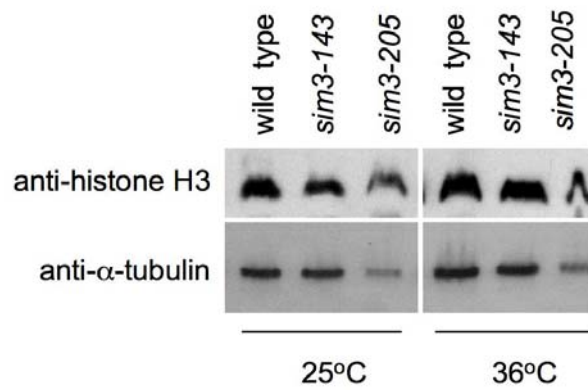

**Figure S4**

Levels of histone H3 protein are similar in wild type and *sim3* mutants grown at 25°C and 36°C (6 hr). Western analysis using anti-histone H3 C terminal antibody to detect levels of histone H3 in wild type and *sim3* mutants at 25°C and 36°C (6 hr), or anti-tubulin as a loading control.

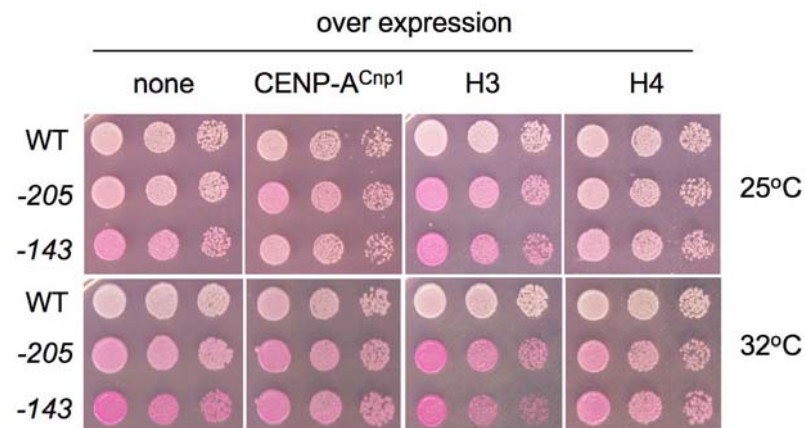

**Figure S5**

*sim3* mutants are partially rescued by increased expression of histone H4 overexpression but antagonised by additional H3. Serial dilution assay of wild type and *sim3* cells expressing additional CENP-A<sup>Cnp1</sup>, H3 or H4. Light pink colonies on phloxine B indicate healthy growth; dark pink indicates accumulation of dead cells.

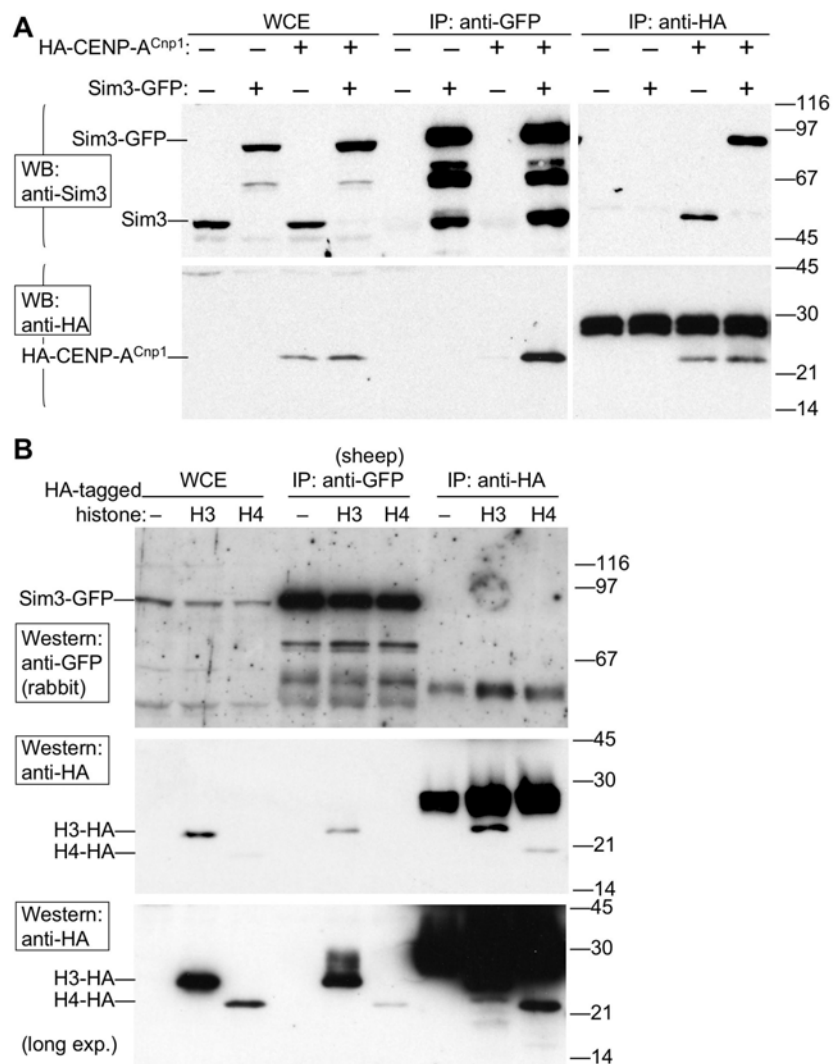

**Figure S6**

**A.** Overexpressed HA-CENP-A<sup>Cnp1</sup> (from *nmt41x* promoter) co-immunoprecipitates with Sim3-GFP (IP: sheep anti-GFP). Reciprocally, Sim3-GFP and untagged Sim3 co-immunoprecipitate with overexpressed HA-tagged CENP-A<sup>Cnp1</sup> (IP: mouse anti-HA). Strains used: FY1645, FY6322, FY4115, FY11058.

**B.** Overexpressed histones H3-HA and H4-HA (from *pinv1*-H3-HA, or *pinv1*-H4-HA; Choi et al, 2005) co-immunoprecipitates with Sim3-GFP. Sim3-GFP is not detected in reciprocal anti-HA (H3/H4) immunoprecipitates. Strains used: FY6322 containing indicated plasmids.

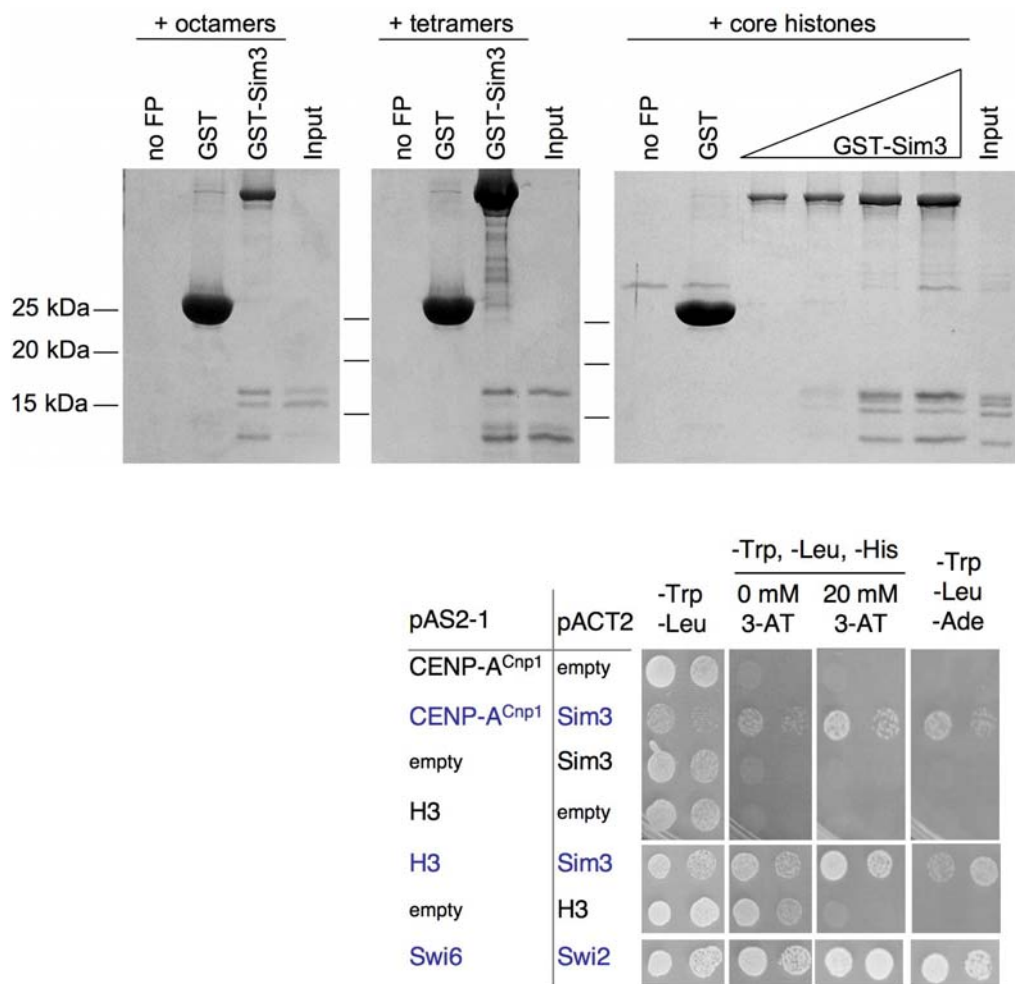

**Figure S7**

**Top:** GST-Sim3 or GST alone was incubated with recombinant histone H3-H4-H2A-H2B octamers, H3-H4 tetramers or free core histones from Calf Thymus (Upstate). GST-Sim3 has an affinity for all four histone regardless of the source. BSA was added as a competitor in binding assays with free core histone (right panel). Upper histone band is H3, then H2B, then H2A and lowest is H4. GST-Sim3 may enrich for H3 over H2A and H2B in binding assays with free histones (right panel).

**Bottom:** Two Hybrid assay in *S. cerevisiae* with strains expressing CENP-A<sup>Cnp1</sup>, H3 or Swi6 fused to the Gal4 DNA Binding domain (GBD) or GDB alone in PAS2-1 and therefore targeted to the Gal4 sites residing adjacent *HIS2* and *ADE2* genes in the tester strain. Strains also express Sim3, H3, or Swi2 fused to the Gal4 activation domain (ACT) or ACT alone in pACT2. Interactions are indicated by increased growth on plates lacking Histidine (-His) and containing 20 mM 3-AT or on plates lacking adenine (-Ade). Two hybrid plasmids were selected on plates lacking tryptophan and leucine (-Trp -Leu). The Swi6-Swi2 interaction serves as a positive control.

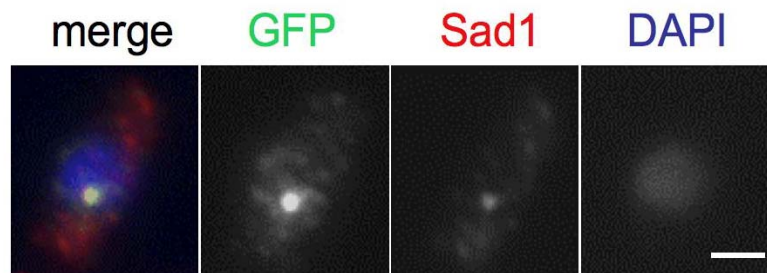

### Figure S8

Newly induced GFP-CENP-A<sup>Cnp1</sup> spots are localised at centromeres. *inv*-GFP-CENP-A<sup>Cnp1</sup> was induced in wild type cells for 1 hour at 25°C and cells were fixed and co-stained with anti-GFP (green), anti-Sad1 (red) to mark the SPB and DNA was stained with DAPI (blue). Strain FY8481.

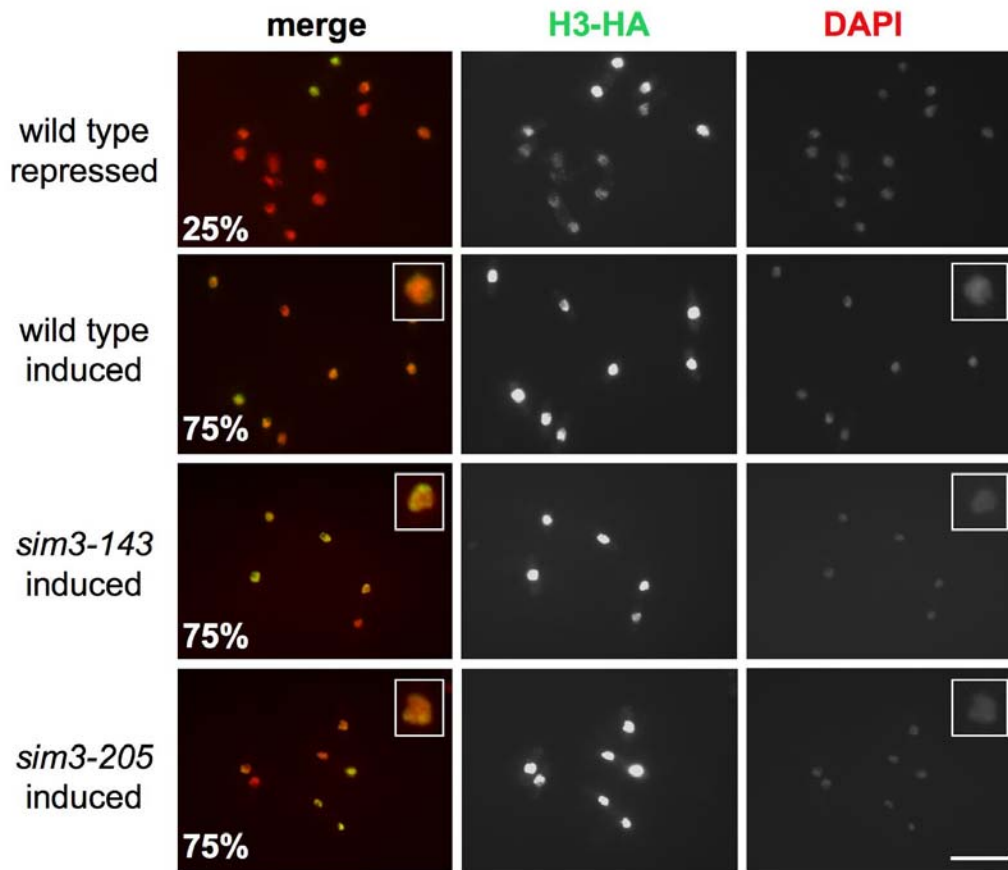

**Figure S9**

Localisation of newly induced HA tagged histone H3 in wild type and *sim3* mutants at 25°C.

Wild type and *sim3* mutants containing the *pinv*-H3HA plasmid (Choi et al., 2005) were shifted from repressed to inducing conditions 1 hour prior to fixation and immunolocalisation with anti-HA antibody (green) and staining of DNA (red). The percentage of cells in which H3-HA localised to chromosomal DNA was determined (n=200). Scale bar, 10 µm.

**Table S1**  
**Microarray expression profiling analysis of *sim3* mutants**

## Supplementary Experimental Procedures

### Media and yeast culture

Chemicals were obtained from Sigma-Aldrich (St. Louis, MI) unless stated otherwise. Culture of fission yeast followed standard protocols (Moreno et al., 1991).

### Yeast strain construction

A list of *S. pombe* strains used in this study is shown in Table S2. Strain FY8481 was constructed as follows: the *inv1* promoter was isolated by PCR as a 2.3 kb *BamHI-PstI* fragment (313 and 314 primer pair), GFP-CENP-A<sup>Cnp1</sup> was amplified from genomic DNA from strain FY3917 (B. Mellone) containing integrated pREP42-EGFP-CENP-A<sup>cnp1+</sup> (315 and 318 primer pair) and was cloned downstream of the *inv1* promoter into a 'split URA' plasmid in which the *ura4* gene is disrupted by the insertion of restriction sites. A linearised fragment containing *Pinv1*-GFP-CENP-A<sup>Cnp1</sup> with *ura4* sequences at the 5' and 3' ends was then integrated into a wild type strain (FY96) at *ura4*<sup>+</sup> locus. FOA<sup>R</sup> colonies were checked for correct integration of *Pinv1*-GFP-CENP-A<sup>Cnp1</sup> at *ura4* locus (WA03 and pINV-seq1 primer pair). The endogenous CENP-A<sup>Cnp1</sup> ORF was tagged at its N terminus with 5 copies of the myc epitope tag using a two step strategy which replaced *cnp1::ura4*<sup>+</sup> with the tagged ORF. *sim3*<sup>+</sup> was C-terminally tagged in the genome with GFP by cloning a 650 bp *KpnI-SalI* fragment from the 3' end of the *sim3* ORF (obtained by PCR with primers 167 and 168) into plasmid pDM84 (Millband and Hardwick, 2002) which contains GFP and *his3*<sup>+</sup>. The resulting plasmid was linearised with *PstI* which cuts in the *sim3* region and transformed into wild-type and *sim3-143* mutant strains, with selection for growth on –histidine plates. Correct integration was confirmed by PCR. Sim3 tagged with GFP was functional since strains containing it as the only source of Sim3 grew as wild-type at all temperatures and had intact central core silencing. The *sim3-143-GFP* strain displayed the same phenotypes as an untagged *sim3-143* strain in these assays. CENP-A<sup>Cnp1</sup> was tagged with GFP by inserting the *cnp1*<sup>+</sup> ORF into pREP42X-N-GFP. The resulting plasmid was linearised at the *ars1* element by cutting with *MluI*, and used to transform *S. pombe*; correct integration at *ars1* was confirmed by PCR. These strain (5205/5206) also contain endogenous *cnp1*<sup>+</sup>. Strain 4115 expressing HA-tagged CENP-A<sup>Cnp1</sup> from integrated pREP41X-*LEU2* was constructed in an analogous manner.

A diploid with the *sim3*<sup>+</sup> ORF replaced with the KanMX cassette (obtained from Bioneer) was spoulated and tetrads dissected. Slow growing *sim3Δ::KanMX* (*sim3Δ*) haploids were isolated and further characterised.

### **Plasmids and primers**

A list of the primers used in this study is shown in Table S2. For recombinant protein expression in bacteria, Sim3, CENP-A<sup>Cnp1</sup>, H3, H4, H2A and H2B ORFs were cloned into pGEX-4T1. For pREP41X-CENP-A<sup>Cnp1</sup>, -H3 and -H4, ORFs were amplified by PCR and fragments were cloned as *XhoI/BamHI* fragments. Constructs were verified by sequencing

### **Production of anti-Sim3 antibody**

*sim3*<sup>+</sup> cDNA was PCR amplified (198 and 199 primer pair) and cloned into pGEX-4T1 (Amersham Biosciences). GST-Sim3 fusion protein was purified and was used to immunize a rabbit. Anti-Sim3 antibodies were affinity purified against cleaved Sim3 (using Thrombin CleanCleave kit; Sigma) on nitrocellulose.

### **Western blotting**

Antibodies for Western blotting were diluted in PBS + 0.2% Tween as follows: anti-Sim3, 1:300 to 1:1000; rabbit anti-Myc (Research Diagnostics) 1:1000; rabbit anti-myc 1:1000 (A14; Santa Cruz); rabbit anti-GFP (Molecular Probes) or rabbit anti-GFP (gift from K. Hardwick) 1:1000 (in PBS-Tween, 1% dried milk); mouse anti-GFP (BD Living Colours) 1:500; sheep anti-GFP (gift from K. Hardwick) 1:2000; mouse TAT1 anti-tubulin (gift from I.Hagan) 1:500; rabbit anti-H3C (1791; AbCam) 1:2,500; rabbit anti-Bip1 (A. Pidoux) 1:5000; mouse anti-HA (12CA5; gift from Kumiko Samejima). Blots were developed using ECL reagents (Amersham Biosciences).

### **Immunoprecipitations**

Immunoprecipitations were performed as described (Millband and Hardwick, 2002), with modifications. Cell pellets from log-phase cultures were resuspended in lysis buffer (50 mM HEPES pH 7.5, 150 mM NaCl, 1 mM MgCl<sub>2</sub>, 1 mM EGTA, 0.1% NP-40, 2 mM PMSF, protease inhibitor cocktail for yeast (Sigma)) at 1 x 10<sup>9</sup> cells/ml and ground in liquid nitrogen with a pestle and mortar. Lysates were spun to remove

debris and precleared. IPs were performed on extract from  $5 \times 10^8$  cells at  $4^\circ\text{C}$  for 3-18 hours, using 20  $\mu\text{l}$  anti-myc(9E10)-agarose (Santa Cruz), 10  $\mu\text{l}$  sheep anti-Cnp1 serum, 2  $\mu\text{l}$  affinity purified sheep anti-GFP antibody (a gift from Kevin Hardwick), 10  $\mu\text{l}$  affinity purified rabbit anti-Sim3 antibody, and Protein A or G agarose (Roche) as appropriate. Immunoprecipitates (IPs) were washed three times with ice-cold lysis buffer and twice with PBS. SDS-PAGE and Western blotting was used for analysis of IPs. For Figures 5A and S6, whole cell extract (WCE) from  $2 \times 10^6$  cells or immunoprecipitated material from  $\sim 1 \times 10^8$  cells was loaded per lane. Exposure times for ECL-developed westerns varied. For Figure 5C, extracts or immunoprecipitates from the following numbers of cells were loaded. Anti-myc western: WCE,  $2 \times 10^6$ ; sheep anti-GFP IP,  $1 \times 10^8$ ; mouse anti-myc (9E10) IP,  $1 \times 10^8$ . Anti-Sim3 western: WCE,  $4 \times 10^5$ ; sheep anti-GFP IP,  $2 \times 10^6$ ; mouse anti-myc (9E10) IP,  $1 \times 10^8$ .

### ***In vitro* binding assays**

$^{35}\text{S}$ -labelled Sim3 was produced using primers 202 and 199 and a TNT T7 Quick for PCR DNA kit (Promega) according to manufacturer's instructions. For *in vitro* binding, 4  $\mu\text{g}$  GST fusion protein and 10  $\mu\text{l}$  of  $^{35}\text{S}$ -labelled Sim3 were incubated on ice for 30 minutes in binding buffer (50 mM HEPES pH 7.6, 75 mM KCl, 1 mM  $\text{MgCl}_2$ , 1 mM EGTA, 0.5 mM DTT, 1 mM PMSF, Protease inhibitors), incubation for 1 h with glutathione-agarose followed by 4 washes in binding buffer. Samples were analysed by SDS-PAGE and fluorography. 2  $\mu\text{l}$  (i.e.  $1/5^{\text{th}}$ ) of  $^{35}\text{S}$ -labelled Sim3 was loaded in the non-pull-down lanes.

### **Chromatin Immunoprecipitation (ChIP)**

10  $\mu\text{l}$  anti-CENP-A<sup>Cnp1</sup> antiserum, 2-4  $\mu\text{l}$  rabbit anti-H3C (AbCam, ab1791) and 1.5  $\mu\text{l}$  rabbit anti-GFP (Molecular Probes) were used per ChIP ( $2.5 \times 10^8$  cells; 400  $\mu\text{l}$  extract). Multiplex PCR analysis was performed as described previously (Pidoux et al., 2003). Quantitation of PCR product bands was performed using the Kodak EDAS 290 system and 1D Image Analysis Software (Eastman Kodak). For the input PCR the *cnt1* and *imr1* values were normalised to the *fbp1* value, giving the 'input ratio'. Enrichment of *cnt1* (TMA and TMB primer pair), *imr1* (IMRA and IMRB primer pair) bands in the ChIPs was calculated relative to the *fbp1* (FBPA and FBPB primer pair) band, and then corrected for the ratio obtained in the input PCR. ChIP experiments were performed 2-5 times; representative examples are presented.

Quantitative Real Time PCR on a Biorad iCycler was used to assess the relative association of CENP-A<sup>Cnp1</sup> with *cnt1* relative to *act1* in wild-type, *sim3-143* and *sim3-205* samples at 25°C and 36°C. Reactions were performed with SYBR Green Jumpstart Taq ReadyMix (Sigma) with primers specific for *cnt1* or *act1*.

## Cytology

The following antibodies were used: sheep anti-CENP-A<sup>Cnp1</sup> antiserum 1:300 to 1:2000; rabbit anti-Sad1 1:40 (provided by Iain Hagan); mouse TAT1 anti-tubulin 1:15 mouse (Iain Hagan, Keith Gull); 12CA5 anti-HA 1:30; affinity purified anti-Sim3 1:40; rabbit anti-GFP (Molecular Probes) 1:50. Alexa Fluor 594 (Invitrogen, A11016) or Alexa Fluor 488 (Invitrogen, A11029 or A21441)-conjugated secondary antibodies were used at 1:1000. Cells expressing GFP-CENP-A<sup>Cnp1</sup> were fixed in freshly prepared 3.7% formaldehyde for either 20 minutes at 25°C or 5 minutes at 36°C and were analysed by fluorescent microscopy. Microscopy was performed as described in Pidoux et al., 2003. Image acquisition was controlled using Metamorph software (Universal Imaging Corporation).

## Northern Blotting

For Northern blotting, 800 bp GFP and 1 kb *adh1* probes were amplified from genomic DNA, were synthesised using High Prime (Roche) and were hybridised overnight at 55°C.

## Structural alignments

The following sequences were aligned: S.p. (Sim3 *S. pombe* NP\_595313), S.j. (*Schizosaccharomyces japonicus* [DNA] 220518-221633), C.a. (*Candida albicans* XP\_71223), N.c. (*Neurospora crassa* XP\_961229), A.t. (*Arabidopsis thaliana* NP\_568019), C.e. (*C. elegans* NP\_496380), D.m. (*D. melanogaster* NP\_649828), X.l. (*Xenopus laevis*, AAH7744), H.s. (Homo sapiens NASP NP\_689511), S.c. (*S. cerevisiae* Hif1 Q12373). The four TPR motif shown in Figure 2C was made by ratcheting the first motif along to superpose on the second such that the new position of the third is used as a model for the fourth.

## Expression Profiling

cDNA expression profiling was carried out according to (Xue et al., 2004). We used the *S. pombe* ORF spotted microarrays containing 5029 ORF probes (Eurogentec, Belgium). 

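The files hold 5070 different names, of which 214 are empty spots, controls, intergenic or intronic probes or products marked as missing. The remaining 4867 probes carry 4856 gene names, and 4676 of these names (96.3%) matched a current gene table, used for names only. Each scanner file holds 1 of the 2 spots of every probe, at 5760 positions in 32 grids.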

Gene expression in logarithmically growing cultures of *sim3* mutant cells was compared to that in wt controls to establish lists of genes affected by *sim3-143* and *sim3-205*. 'GeneSpring' software (Agilent) was used for all the data analysis. 

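The deposited log2 ratios were made with GeneSpring and could be set against ratios from the scanner intensities. Joined by position, the Pearson correlations across spots were 0.995 and 0.992 for the 2 spot files of *sim3-143* replicate 1, and 0.937 and 0.982 for *sim3-205* replicate 2. For *sim3-143* replicate 2 they were 0.00485 and 0.0150 by position, and 0.945 and 0.936 when joined by the gene name written in the scanner file. For *sim3-205* replicate 1 they were 0.0378 and 0.0474 by position, and 0.806 and 0.831 by name. The positive correlations fix the direction as mutant over wild-type. The background treatment of the deposited ratios stays unknown.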

The 'Lowess' (per spot per chip) intensity-dependent normalization, which corrects nonlinear rates for dye incorporation, was used. The 'Gene dB' product descriptions for the affected genes were downloaded from [www.genedb.org/genedb/pombe/](http://www.genedb.org/genedb/pombe/) and linked to the gene names using Microsoft Access (See Table S1). The Gene Expression omnibus (GEO) submission series for the *sim3* microarray data is GSE7560 at <http://www.ncbi.nlm.nih.gov/geo/>.

**Table S2: Strains used in this study**

For strains marked with an asterisk (\*) only the relevant genotype is listed.

**Strain Genotype**

8481 *h<sup>-</sup> ura4::inv-GFP-cnp1 leu1-32 his3-D1 ade6-216 (\*)*  
 8482 *h sim3-143 ura4::inv-GFP-cnp1 leu1-32 his3<sup>-</sup> (\*)*  
 8483 *h sim3-205 ura4::inv-GFP-cnp1 leu1-32 his3<sup>-</sup> (\*)*  
 8519 *h mis6-302 ura4::inv-GFP-cnp1 leu1-32 his3<sup>-</sup> (\*)*  
 8517 *h cdc10-129 ura4::inv-GFP-cnp1 leu1-32 (\*)*  
 8518 *h cdc25-22 ura4::inv-GFP-cnp1 leu1-32 (\*)*  
 8717 *h cdc25-22 sim3-143 ura4::inv-GFP-cnp1 leu1-32 his3<sup>-</sup> (\*)*  
 8718 *h cdc25-22 sim3-205 ura4::inv-GFP-cnp1 leu1-32 his3<sup>-</sup> (\*)*  
 6960 *h<sup>-</sup> cnp1Δ::ura4<sup>+</sup> lys1<sup>+</sup>::cnp1-1 leu1-32*  
 11058 *h sim3-GFP-his3<sup>+</sup> cnp1Δ::ura4<sup>+</sup> ars1(Mlul):pREP41X-HA-cnp1-LEU2 (\*)*  
 11049 *h sim3Δ::kanMX6 ade6<sup>-</sup> ura4-D18 leu1-32*  
 11052 *h sim3<sup>+</sup> ade6<sup>-</sup> ura4-D18 leu1-32*  
 10539 *h<sup>+</sup> lys1<sup>+</sup>(cen1):lacO D107(cen2):kanMX6-ura4+-lacO his7<sup>+</sup>:lacI-GFP(\*)*  
 11055 *h sim3-205 lys1<sup>+</sup>(cen1):lacO D107(cen2):kanMX6-ura4+-lacO his7<sup>+</sup>:lacI-GFP*  
 (\*)

**Table S3: Primers used in this study**

### **Supplementary references**

Choi, E.S., Shin, J.A., Kim, H.S., and Jang, Y.K. (2005). Dynamic regulation of replication independent deposition of histone H3 in fission yeast. *Nucleic acids research* 33, 7102-7110.

Millband, D.N., and Hardwick, K.G. (2002). Fission yeast Mad3p is required for Mad2p to inhibit the anaphase-promoting complex and localizes to kinetochores in a Bub1p-, Bub3p-, and Mph1p-dependent manner. *Mol Cell Biol* 22, 2728-2742.

Xue, Y., Haas, S.A., Brino, L., Gusnanto, A., Reimers, M., Talibi, D., Vingron, M., Ekwall, K. and Wright, A.P. (2004) A DNA microarray for fission yeast: minimal changes in global gene expression after temperature shift. *Yeast*, 21, 25-39.

How the deposited data were processed for this re-analysis (not part of the article)

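mRNA from logarithmically growing *sim3-143* and *sim3-205* cells was compared with wild-type mRNA on 4 spotted *S. pombe* ORF arrays, 2 per allele with the dyes swapped. The conditions and dyes of each array were taken from the sample labels. The authors deposited 8 scanner files with the median intensity of each spot and its background in each dye, without normalization, and tables of log2 ratios of mutant over wild-type made in GeneSpring with a Lowess normalization per spot and chip. The scale and direction of the deposited log2 ratios were found by comparison with the scanner intensities. Their medians were 0.0029 and 0.0718 for *sim3-143* replicates 1 and 2, and -0.0634 and 0.0086 for *sim3-205* replicates 1 and 2, and their background treatment is not stated.

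Genes were named by grid position from the layout of *sim3-143* replicate 1 and *sim3-205* replicate 2, after the names in the scanner files of the other 2 arrays were found not to follow the printed spots. Intensities were corrected for background with normexp (offset 50) and normalized by loess (span 0.3) within each spot file in limma 3.58.1 under R 4.3.3, and arrays with the mutant in Cy3 were turned so that each ratio is mutant over wild-type. Controls, intergenic and intronic probes, empty and buffer spots and products marked as missing were left out after background correction. Probes with the same gene name were averaged. Between 1224 and 1385 of 11520 spots per array carried code 2 of the image software, which marked most empty spots, and these were kept. At most 133 spots of an array and dye were at or near saturation, and these were also kept. The 73 spots on *sim3-205* replicate 1 with a Cy3 intensity of 0 were left out. Between 8 and 60 spots per array with certain other codes of the image software were left out as well. The arrays give no depth, and their number limits the precision.

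Genes past 2-fold or 1.5-fold were counted by the rule of Table S1, at least 3 of 4 data points in one direction, which gives no p-value. For tests, the 2 spots of an array were averaged and limma's lmFit and eBayes were run on all 4 arrays with a coefficient for each allele and Benjamini-Hochberg adjustment over 4819 genes, with adjusted p below 0.05 as the threshold. With 2 arrays per allele, neither an exact test per gene nor other splits of the arrays can reach that threshold. Overlaps were set against the number expected from independent lists, and positions of listed genes against 10000 random lists. The scripts were tested on simulated *sim3-205* data in which 199 tested genes were changed by a log2 ratio of 1.5 in either direction. In 3 simulations, the median estimates were 1.47 and -1.50, limma called 100% of the changed genes with 6.58% of its calls false, and the rule of 3 data points found 99.5% with 8.44% false. The simulated noise between arrays had 1 spread for all genes of an allele and no grids of unrelated dyes. These percentages are therefore not the power in the data, where *hsp9* at 1.99 in *sim3-205* was not called (adjusted p = 0.327 from limma).

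The genes named in the text were chosen by a rule set before the data were examined. They are SPAC1F8.04c and *sim3*, a list of 12 genes the paper names (9 from its account of CENP-A and its assembly, and *sad1*, *swi6* and *rik1*), histone genes, marker and control genes, the 5 highest and 5 lowest genes of each allele past 1.5-fold with all 4 data points in the same direction, and genes of the 2-fold and shared lists of Table S1. Tf2 probes, *hsp9* and other shared genes were chosen after their values were seen. Names came from the files and from a gene table of assembly ASM294v3, used for names only. A list of 9 heat-shock chaperone genes was tested and is reported with the other tests. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used for counts and figures.

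The alternatives were other background corrections, other dye normalizations, the authors' deposited values, a filter on dim spots, each array left out in turn, all 4 data points or the mean in place of 3 of 4, a dye coefficient, each allele fitted alone and an adjusted p below 0.1. Names as written, the omission of spots with any code of the image software, deposited values moved back to their spots and the omission of grids with unrelated dyes were added after the data were seen.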

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

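The tests of dye bias and of Tf2 probes given here were chosen only after the result was seen.

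Of the 36 genes past 1.5-fold in the same direction in both alleles, 24 are on none of the 1.5-fold lists of Table S1 and 12 are on a list of 1 allele or both. This result was picked out because the paper does not report these genes. No array compared wild-type with wild-type, so there is no control level for them. A dye bias of single genes as the whole source is argued against, since *sim3-143* replicate 1 and *sim3-205* replicate 2, which have opposite dyes and different alleles, had a correlation across genes of 0.333, where such a bias gives a negative value or none. The other such pair, *sim3-143* replicate 2 and *sim3-205* replicate 1, had -0.07. A single Tf2 signal read by several probes does not make up the list, since 22.2% of the shared genes were Tf2 probes. Wild-type RNA shared by the alleles stays open. Simulated unchanged mutants against 1 wild-type RNA shared up to 208 genes by mean log2 ratio in all but the highest few percent of simulations, more than the 84 observed, although the simulated spread includes any true change and so runs high. A response to heat or another stress also stays open. Of the heat-shock genes, *hsp16*, *hsp9* and *hsp104* (SPBC16D10.08c) were among the shared genes, while the 9 other chaperone genes had medians of -0.04 in *sim3-143* and 0.10 in *sim3-205*, at percentiles 40.6 and 84.5 of random lists, with members that went both ways. An effect of the *sim3* mutations, which the design names, remains among the open explanations and was not tested apart from these.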

How the results depend on the processing

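Names as written, deposited values moved back, the omission of spots with any code and the omission of grids with unrelated dyes were chosen after seeing the data, as was naming by grid position itself.

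For the genes past 2-fold in *sim3-143* and *sim3-205*, past 1.5-fold in *sim3-143* and *sim3-205*, and shared by the alleles, given as 26, 32, 168, 153 and 36, the order is kept in what follows. With names as written these were 1, 9, 37, 73 and 1. With the authors' deposited values as placed they were 0, 15, 38, 93 and 1, and with those values moved back 8, 12, 64, 78 and 10. These tables hold fewer genes (2831 and 1683 with 8 data points), which lowers a count, and the part due to that was not tested. Asking for all 4 data points gave 16 in *sim3-205* at 2-fold, 100 and 76 at 1.5-fold and 21 shared, which follows from the stricter rule. Taking the mean log2 ratio gave 60, 155, 399, 463 and 84. Print-tip loess gave 17 at 2-fold and 99 at 1.5-fold in *sim3-205*, and the cause was not tested. No background correction, plain subtraction, median centring, 1 loess over both spot files, the filter on dim spots, the omission of spots with any code and the omission of the grids moved none of these 5 counts by over 1.5 times. The nearest to that limit was the omission of the grids, which lowered the 1.5-fold count in *sim3-205* from 153 to 102 (76 higher, 26 lower).

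With each array left out in turn, the ranges were 34 to 188 (2-fold, *sim3-143*), 81 to 254 (2-fold, *sim3-205*), 213 to 796 (1.5-fold, *sim3-143*), 358 to 620 (1.5-fold, *sim3-205*) and 29 to 79 (shared), where 2 of 2 data points are asked for. Centromere genes past 1.5-fold ranged from 0 to 1 and were 0 under every other alternative run for them, of which the deposited values hold 4 of the 11 probes as placed and 8 moved back, and histone genes ranged from 1 to 6. Histone genes past 1.5-fold, 2 as reported, were 1 with print-tip loess and 0 with median centring, with names as written, with the deposited values moved back and with those as placed, which hold no histone probe with 4 values per allele. The cause was not tested.

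The share of higher genes at 1.5-fold in *sim3-205*, 81.0%, was 70.3% with plain subtraction (142 higher, 60 lower), 68.7% with print-tip loess (68 higher, 31 lower) and 66.7% with the deposited values as placed (62 higher, 31 lower). At 2-fold in *sim3-143*, 92.3% were higher, and 82.1% with median centring (23 higher, 5 lower). The shares also moved when an array was left out. At 1.5-fold in *sim3-205* the share was 58.7% without replicate 1 (210 higher, 148 lower) and 69.2% without replicate 2 (429 higher, 191 lower), and at 2-fold, where all were higher as reported, 70.4% and 77.6%. At 2-fold in *sim3-143* it was 66.5% without replicate 1 and 85.3% without replicate 2, and at 1.5-fold, 60.1% as reported, it was 55.5% and 52.6%. By the mean log2 ratio, 78.3% in *sim3-143* and 84.5% in *sim3-205* were higher at 2-fold.

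The limma calls, 0 in *sim3-143*, 0 in *sim3-205* and 0 between the alleles, became 3 in *sim3-143* with print-tip loess, 9 in *sim3-143* without the grids of unrelated dyes, and 43 in *sim3-143* with each allele on its own 2 arrays, a fit that gives no comparison between alleles. With each array left out in turn they ranged from 0 to 48 in *sim3-143*, 0 to 343 in *sim3-205* and 0 to 314 between the alleles, and the highest came without *sim3-205* replicate 1 for *sim3-143* and without *sim3-205* replicate 2 for the others. The wide spread of *sim3-205* replicate 1 enters the shared estimate only where both *sim3-205* arrays are present. With a dye coefficient, which serves as the replicate block because replicate number and dye orientation coincide, the calls were 0, 0 and 0. The difference between replicates 1 and 2 had a correlation of 0.26 across genes between the alleles, which share a dye orientation at each number. Whether wild-type RNA also pairs arrays across the alleles is not stated. At an unadjusted p below 0.05 this fit had 681 genes in *sim3-143*, 614 in *sim3-205* and 476 between the alleles, against 420, 425 and 244 without the block. At an adjusted p below 0.1 the calls were 0, 0 and 0 without the block, and 10, 0 and 0 with it (smallest adjusted p 0.0994 in *sim3-143* from limma).

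The mean log2 ratio of SPAC1F8.04c was above 0 in both alleles under all 13 alternatives run for it. That of *sim3*, 0.11 in *sim3-143* and -0.13 in *sim3-205*, moved to 0.63 and -1.91 with the deposited values as placed and to 0.33 in *sim3-143* with names as written. With the deposited values moved back to their spots it was 0.26 and -0.30, so these moves went with how values were joined to genes. Median spot intensities were well above the median backgrounds, so signal over background limits mainly the dim spots, whose omission changed no count by over 1.5 times.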

Differences from the paper's values

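Naming by grid position, and the alternatives of names as written, deposited values moved back and grids left out, were chosen after the values were seen. A count near the paper's does not mean the paper's genes. By position, as reported here, 106 of the paper's 152 listed genes on the array at 1.5-fold and 15 of its 20 at 2-fold were dropped. Of the alternatives set before the data were examined, print-tip loess drops 119 and 19, all 4 data points 123 and 18, and the deposited values as placed 39 and 5. The numbers dropped with deposited values include listed genes without at least 3 values, since at 1.5-fold 113 of the 152 had them as placed and 57 moved back.

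The paper's value for genes past 2-fold in *sim3-205* is 20, and here it was 32. Of the alternatives set before the data were examined, print-tip loess (17), the authors' deposited values as placed (15) and all 4 data points (16) came within 1.5 times of it. No background correction (38), plain subtraction (42), median centring (34), 1 loess over both spot files (34), the filter on dim spots (32), the mean (155) and leaving out replicate 1 (81) or 2 (254) did not. Leaving out the grids of unrelated dyes, chosen after seeing the values, gave 24 and drops 16 of the paper's 20 listed genes on the array.

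The paper's value for genes past 1.5-fold in *sim3-143* is 43, and here it was 168. The authors' deposited values as placed gave 38, and the other alternatives set before the data were examined, from all 4 data points (100) to leaving out replicate 1 (796), stayed over 1.5 times above. Names as written gave 37 and the deposited values moved back gave 64, both chosen after seeing the values, and they drop 60 and 126 of the paper's 152 listed genes on the array for both alleles. The paper's Table S1 counts 41 genes for *sim3-143*, not 43.

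For genes shared by both alleles the paper's value is 1, and here it was 36. The authors' deposited values as placed gave 1, and the other alternatives set before the data were examined gave between 21 and 84. Names as written, chosen after seeing the values, gave 1, which is another gene, and drop 60 of the paper's 152 listed genes.

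The paper's Table S1 gives 16 genes higher and 4 lower past 2-fold in *sim3-205*, and here 32 were higher and 0 lower. Of the alternatives set before the data were examined, print-tip loess (16), the deposited values as placed (14) and all 4 data points (16) came within 1.5 times of the paper's 16, and no alternative came within 1.5 times of its 4. For the higher genes, leaving out the grids (24) and the deposited values moved back (11), chosen after seeing the values, also did, and drop 16 and 19 of the paper's 20 listed genes on the array.

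The paper's Table S1 gives 23 genes higher and 18 lower past 1.5-fold in *sim3-143*, and here 101 were higher and 67 lower. Of the alternatives set before the data were examined, only the deposited values as placed (22 and 16) came within 1.5 times. Names as written (20 and 17), and for the lower genes the deposited values moved back (23), did so as well, were chosen after seeing the values and drop 60 and 126 of the paper's 152 listed genes.

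The paper's Table S1 gives 68 genes higher and 45 lower past 1.5-fold in *sim3-205*, and here 124 were higher and 29 lower. For the higher genes, print-tip loess (68), the deposited values as placed (62) and all 4 data points (68), set before the data were examined, came within 1.5 times. For the lower genes, no background correction (35), plain subtraction (60), median centring (37), 1 loess over both spot files (33), print-tip loess (31) and the deposited values as placed (31) did. The filter on dim spots (29), all 4 data points (8), the mean (128) and leaving out replicate 1 (148) or 2 (191) did not for the lower genes, and neither did the remaining alternatives for the higher ones. Chosen after seeing the values, leaving out the grids (76 higher), names as written (55) and the deposited values moved back (61) came within 1.5 times for the higher genes and drop 111, 60 and 126 of the paper's 152 listed genes.

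The paper states that no genes passed the 2-fold cutoff in *sim3-143*, and here 26 did. The authors' deposited values as placed gave 0, and every other alternative set before the data were examined gave between 22 and 188. Of those chosen after seeing the values, names as written gave 1 and the deposited values moved back gave 8. The paper states that SPAC1F8.04c was affected similarly by both alleles and that the sets of genes were otherwise distinct. Here 2 of its 4 data points were past 1.5-fold in each allele, and plain subtraction and the deposited values as placed, both set before the data were examined, put it past 1.5-fold in both. The shared genes were 12.1 times the number expected of independent lists. The paper gives the larger number of affected genes to *sim3-205*. At 2-fold the larger count here was also that of *sim3-205* (26 in *sim3-143* and 32), while at 1.5-fold it was that of *sim3-143* (168, and 153 in *sim3-205*). Of the alternatives set before the data were examined, *sim3-205* had the larger count at 1.5-fold with no background correction (154 and 190), plain subtraction (191 and 202), the mean (399 and 463), the deposited values as placed (38 and 93) and either *sim3-205* array left out (358 and 620, against 168). The counts were equal with 1 loess over both spot files (168), and *sim3-143* had the larger with median centring, print-tip loess, the filter on dim spots, all 4 data points and either *sim3-143* array left out. At 2-fold, *sim3-143* had the larger with print-tip loess (26 and 17), all 4 data points (22 and 16) and either *sim3-143* array left out (188 and 34, against 32). Chosen after seeing the values, names as written (37 and 73) and the deposited values moved back (64 and 78) also gave *sim3-205* the larger count at 1.5-fold, and drop 60 and 126 of the paper's 152 listed genes, while at 2-fold leaving out the grids gave *sim3-143* the larger (26 and 24).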

Other observations

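Of the tests given here, those of the layout of names, of the grids against the correlation of the *sim3-205* arrays and of dye bias between the *sim3-143* arrays were chosen only after the result was seen.

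The gene names of *sim3-143* replicate 2 and *sim3-205* replicate 1 run alphabetically along the grid. If the names had been sorted apart from their values, spots that the other arrays' layout gives as empty or buffer would be dark there, and 89.4% or more of them carried the code for dark spots. A print design with probes in alphabetical order is argued against, because at most 11.0% of the spots that their own files name empty or buffer carried that code. Brightness of the 2 arrays followed *sim3-143* replicate 1 by position (Spearman correlations of 0.920 and 0.942) and not by name (0.00759 and 0.00481). The correlation of log2 ratios between the 2 arrays of an allele was higher by position than by name in both alleles, with a gain of at least 0.136. These values are consistent with names sorted apart from their values, in a hypothesis found and tested on the same data. No biological explanation was tested.

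The shared genes of the alleles exceeded the number expected of independent lists 12.1 times by position and 3.39 times by the names as written, where 1 gene was shared. Joined by the names as written, the values of different genes are put together, and this may be why few genes passed in both alleles.

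The 1.5-fold lists of Table S1 were tested against the deposited values. Of the 113 listed genes with at least 3 deposited values as placed, 100% had at least 3 of 4 data points past 1.5-fold in the listed direction, 29 in *sim3-143* and 84 in *sim3-205*. With the values of the 2 arrays moved back to the spots they came from, 26 of 57 did (45.6%). Of the 131 genes past 1.5-fold in the deposited values as placed, 113 are on the lists. From the scanner intensities, 92 of 152 listed genes passed by the names as written and 46 of 152 by position. Of the 20 genes on the 2-fold lists of *sim3-205*, 5 passed 2-fold by position, 9 by the names as written and 15 with the deposited values as placed. A candidate explanation is that the lists were made from values joined by the names as written. The paper does not describe the joining, so the step at which it happened stays open.

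Listed *sim3-205* genes had a listed neighbour in alphabetical order in 11.1% of cases, against a median of 4.44% in random lists, and 550 of 10000 random lists were as high (share 0.0551), so this test alone leaves open whether they cluster. Placed by the names as written, 38.4% of the listed *sim3-205* genes sit in the 3 grids of *sim3-205* replicate 1 with unrelated dyes, which hold 10.8% of the genes on the array. Among the listed higher genes it is 42 of 68 and among the lower 1 of 44. This is consistent with part of the *sim3-205* list coming from those grids.

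The 2 *sim3-205* arrays had a weak correlation across genes (0.143). The grids are argued against as its source, since without them it was 0.145. Replicate 1 of *sim3-205* had correlations of -0.059 and -0.074 with the *sim3-143* arrays, whereas *sim3-205* replicate 2 had 0.333 and 0.578 with them. Since the 2 arrays of an allele have swapped dyes, a dye bias of single genes as the whole source of their correlation gives a negative value or none. For *sim3-143* this is argued against by its 0.476. For *sim3-205* the 0.143 became -0.02 with median centring, and of the pairs with the same dye orientation and different alleles 1 had a higher correlation (0.578) and 1 a lower (-0.059), so the part of a dye bias there stays open.

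Of the 12 Tf2 probes, 11 were past 1.5-fold in *sim3-143* and 8 in *sim3-205*, and 9 were higher than wild-type in all 8 data points. *tf2-1* was lower in *sim3-143* (-0.45) and higher in *sim3-205* (0.44). The median of the Tf2 probes stayed above 0 in both alleles under the alternatives that change background or dye normalization, and was lowest with print-tip loess, at 0.75 in *sim3-205*, where 4 were past 1.5-fold. Without the grids of unrelated dyes, 6 were. With the deposited values as placed, which hold 2 Tf2 probes, the medians were 0.28 in *sim3-143* and -0.33 in *sim3-205*, and with those values moved back, which hold 7, they were 1.67 and 0.77.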
